# Molecular and anatomical roadmap of stroke pathology in immunodeficient mice

**DOI:** 10.3389/fimmu.2022.1080482

**Published:** 2022-12-09

**Authors:** Rebecca Z. Weber, Geertje Mulders, Patrick Perron, Christian Tackenberg, Ruslan Rust

**Keywords:** ischemia, immune deficiency, immune suppression, cell therapy, photothrombotic stroke, rodent, transcriptomics, histology

## Abstract

**Background:**

Stroke remains a leading cause of disability and death worldwide. It has become apparent that inflammation and immune mediators have a pre-dominant role in initial tissue damage and long-term recovery. Still, different immunosuppressed mouse models are necessary in stroke research e.g., to evaluate therapies using human cell grafts. Despite mounting evidence delineating the importance of inflammation in the stroke pathology, it is poorly described to what extent immune deficiency influences overall stroke outcome.

**Methods:**

Here, we assessed the stroke pathology of popular genetic immunodeficient mouse models, i.e., NOD scid gamma (NSG) and recombination activating gene 2 (Rag2^–/–^) mice as well as pharmacologically immunosuppressed mice and compared them to immune competent, wildtype (WT) C57BL/6J mice three weeks after injury. We performed histology, gene expression, blood serum and behavioural analysis to identify the impact of immunosuppression on stroke progression.

**Results:**

We detected changes in microglia activation/macrophage infiltration, scar-forming and vascular repair in immune-suppressed mice three weeks after injury. Transcriptomic analysis of stroked tissue revealed the strongest deviation from WT was observed in NSG mice affecting immunological and angiogenic pathways. Pharmacological immunosuppression resulted in the least variation in gene expression compared with the WT. These anatomical and genetic changes did not affect functional recovery in a time course of three weeks. To determine whether timing of immunosuppression is critical, we compared mice with acute and delayed pharmacological immunosuppression after stroke. Mice with delayed immunosuppression (7d) showed increased inflammatory and scarring responses compared to animals acutely treated with tacrolimus, thus more closely resembling WT pathology. Transplantation of human cells in the brains of immunosuppressed mice led to prolonged cell survival in all immunosuppressed mouse models, which was most consistent in NSG and Rag2^–/–^ mice.

**Conclusions:**

We detected distinct anatomical and molecular changes in the stroke pathology between individual immunosuppressed mouse models that should be considered when selecting an appropriate mouse model for stroke research.

## Introduction

Stroke is a major cause of disability and death due to the brain’s limited capacity to regenerate damaged tissue (1). To promote recovery, cell-based therapy has been proposed as an emerging treatment and potential regenerative strategy for stroke patients with remaining neurologic deficits (2). Recent advances in induced pluripotent stem cells (iPSC) technology facilitated the generation of human neuronal cells as a suitable and scalable cell source. To test the human-derived graft’s efficacy and safety for cell therapy, preclinical research requires the immunosuppression in mice to avoid xenograft rejection (3–7). The use of immunosuppressed mice allows the evaluation of long-term effects of cell therapies in mice with the drawback that general immunosuppression may substantially alter the stroke pathology (8, 9).

Acutely after stroke, inflammation plays a critical role in early ischemic damage that both promotes further injury resulting in cell death but conversely has also been shown to contribute to regeneration and remodelling (10). Despite mounting evidence delineating the importance of inflammation in the stroke pathology, it is poorly described to what extent partial immune deficiency influences the overall stroke outcome. Several immunosuppressed mouse models have been used in preclinical stroke research, most prominent: (a) pharmacological immunosuppression with calcineurin inhibitory drugs (e.g., tacrolimus) that block the development and proliferation of T cells; (b) genetically deficient mice that lack recombination activating gene 2 protein (Rag2^–/–^) required for the generation of mature B and T lymphocytes; and (c) NOD scid gamma (NSG) mice that lack mature T and B lymphocytes, natural killer (NK) cells and have deficiencies in multiple cytokine signalling and innate immunity (11, 12). However, it is unclear to what extent the immunosuppression in these mouse models alter the natural pathology of stroke and may affect the outcome of therapies that require immunosuppression such as human cell-based therapies.

Here, we hypothesize that different aspects of stroke pathology may be altered depending on the mouse model of immunosuppression. Therefore, we compare the stroke pathology of most popular genetic mouse models using Rag2^-/-^ mice and NSG mice, as well as tacrolimus immunosuppressed mice, to immune competent, WT control. We identify changes in tissue responses and gene expression after stroke affecting especially inflammatory, scar-forming and angiogenic remodelling processes in all immunosuppressed mice compared to immune competent WT controls three weeks after injury. These changes were mitigated if the tacrolimus treatment was deferred beyond the acute stroke phase. The anatomical, genetic, and systemic changes did not affect functional deficits and recovery in a time course of three weeks. Local intraparenchymal cell transplantation led to prolonged graft survival in all immunodeficient mouse models compared to WT, which, however, was more profound in the genetically immunodeficient Rag2^–/–^ and NSG animals. These changes in anatomy, physiology, and gene expression after stroke across the tested immunodeficient mouse models are relevant to understand the role of immunosuppression in the stroke pathology and for evaluating the preclinical efficacy of cell-based therapies.

## Materials and methods

### Experimental design

Stroke pathology was compared between (1) wildtype (WT) C57BL/J mice with three immunosuppressant mouse models (2): WT C57BL/J mice that were immunosuppressed with tacrolimus (3) Rag2^-/-^ mice and (4) NSG mice. All mice received a large photothrombotic stroke to the right sensorimotor cortex and underwent regular behavioral tests at baseline, 3, 7, 14, 21 days after stroke induction. At 21 days after stroke, mice from each group were divided into two subgroups: Brains from the first subgroup were collected, fixed and histologically analysed; brains from the other group were microdissected around the stroke region and prepared for RNAseq analysis. We chose the time point based on previous findings showing functional differences starting from three weeks following regenerative therapies (13). To test the effects of delayed tacrolimus treatment, we compared between (1) wildtype C57BL/J mice with (2) WT C57BL/J mice that were acutely immunosuppressed mice with tacrolimus (0 dpi) and (3) WT C57BL/J mice that received tacrolimus delayed at 7 dpi. The brains were treated equivalently to the previous set-up to obtain comparable histology and RNAseq data.

Long-term survival and successful immunosuppression were tested by local intraparenchymal transplantation of human NPCs to 1) WT C57BL/J mice (2) WT C57BL/J mice that were immunosuppressed with tacrolimus (3) Rag2^-/-^ mice and (4) NSG mice. Luciferase expressing NPCs were tracked over 35 days using *in vivo* bioluminescence imaging and brain tissue was collected to identify the transplanted cells in brain sections.

### Animals

All procedures were conducted in accordance with governmental, institutional (University of Zurich), and ARRIVE guidelines and had been approved by the Veterinarian Office of the Canton of Zurich (license: 209/2019). In total, 20 WT (WT) mice (histology: 7, RNAseq: 8, cell therapy: 5) with C57BL/6 background mice, 17 tacrolimus treated WT mice (histology: 8, RNAseq: 4, cell therapy: 5), 19 Rag2^-/-^ mice (histology: 5, RNAseq: 9, cell therapy: 5) and 19 NSG mice (histology: 10, RNAseq: 4, cell therapy: 5) were used. Mice that were used for histology and RNAseq both performed the behavioral tasks. We used both sex female and male and mice were 3 months of age. Breeding of Rag2^-/-^ mice and NSG mice was performed at Laboratory Animal Services Center (LASC) in Schlieren, CH. WT animals were provided by Charles River Laboratories, Germany. All animals were housed in standard type II/III cages on a 12h day/light cycle (6:00 A.M. lights on) with food and water ad libitum. All mice were acclimatized for at least a week to environmental conditions before set into experiment.

### Photothrombotic lesion

Anaesthesia was performed using isoflurane (5% induction, 1.5-2% maintenance, Attane, Provet AG) and adequate sedation was confirmed by tail pinch. Novalgin (1mg/ml) was applied *via* drinking water; 24 h prior to the procedure and for three consecutive days directly after stroke surgery. Cerebral ischemia was induced by photothrombotic stroke surgery as previously described (13, 14). Briefly, animals were fixed in a stereotactic frame (David Kopf Instruments), the surgical area was sanitized, and the skull was exposed through a cut along the midline. A cold light source (Olympus KL 1,500LCS, 150W, 3,000K) was positioned over the right forebrain cortex (anterior/posterior: −1.5–+1.5 mm and medial/lateral 0 mm to +2 mm relative to Bregma). Rose Bengal (15 mg/ml, in 0.9% NaCl, Sigma) was injected intraperitoneally 5 min prior to illumination and the region of interest was subsequently illuminated through the intact skull for 12 min. To restrict the illuminated area, an opaque template with an opening of 3 × 4 mm was placed directly on the skull. The wound was closed using a 6/0 silk suture and animals were allowed to recover.

### Blood perfusion by Laser Doppler imaging

Cortical perfusion was evaluated using Laser Doppler Imaging (Moor Instruments, MOORLDI2-IR). Briefly, animals were fixed in a stereotactic frame and the region of interest was shaved and sanitized. To expose the skull, a cut was made along the midline and the brain was scanned using the repeat image measurement mode. All data were exported and quantified in terms of total flux in the ROI using Fiji (ImageJ).

### Tacrolimus pump implantation

For pharmacological immunosuppression, Alzet osmotic pumps (Model 1004, Cupertino, CA, USA) filled with 100µl tacrolimus solved in a mixture of DMSO and PEG 300 (50mg/ml; 7.56mg/ml concentration) were implanted subcutaneously on the back according to the manufacturer’s protocol. Briefly, animals were anesthetized using isoflurane (5% induction, 1.5-2% maintenance, Attane, Provet AG), the surgical area was sanitized and shaved. The implantation site was exposed through a mid-scapular incision. An implantation pocket was created using a hemostat. The pump was inserted into the pocket and the wound was closed with sutures.

### Tissue processing and immunofluorescence

Animals were euthanized using pentobarbital (i.p, 150 mg/kg body weight, Streuli Pharma AG) and perfused transcardially with Ringer solution (containing 5 ml/l Heparin, B. Braun) followed by paraformaldehyde (PFA, 4%, in 0.2 M phosphate buffer, pH 7). Brain tissue was collected and post-fixed for 6 h in 4% PFA. For cryoprotection, tissue was transferred to 30% sucrose and stored at 4°C. Coronal sections were cut at a thickness of 40 µm using a sliding microtome (Microm HM430, Leica), collected, and stored as free-floating sections in cryoprotectant solution at −20°C.

For immunostaining, brain sections were blocked with 5% normal donkey serum for 1 h at room temperature and incubated with primary antibodies (rabbit anti-GFAP 1:200, Dako, #GA524; goat anti-Iba1, 1:500 Wako, #011-27991; NeuroTrace™ 1:200, Thermo Fischer; mouse anti-NeuN Antibody 1:500, Merck, #MAB377; rabbit anti-Neurofilament 200 antibody 1:200, Merck, #N4142; guinea pig anti-Neurofilament L, 1:200, Synaptic Systems, rat anti-CD31 antibody 1:50, BD Biosciences, #MEC13.3; goat anti-CD13, 1:200; R&D Systems, #AF2335) overnight at 4°C. The next day, sections were incubated with corresponding secondary antibodies (1:500, Thermo Fischer Scientific). Nuclei were counterstained with DAPI (1:2,000 in 0.1 M PB, Sigma). Mounting was performed using Mowiol.

### Vascular quantification

Vascular parameters (vessel area fraction, length, branching and nearest distance) were identified using an automated ImageJ script as previously described for brain and retinal vasculature (15, 16). Briefly, for total vessel area fraction, the area covered by anti-CD31 staining was quantified using ImageJ after applying a constant threshold. The vascular length was evaluated using the “skeleton length” tool and number of branches was calculated with the “analyse skeleton” tool. Results were normalized per mm^2^ of brain tissue for vascular length and number of branches.

### EdU administration

5-ethynyl-2’-deoxyuridine (EdU, 50 mg/kg body weight, ThermoFischer) was applied intraperitoneally on day 7 after stroke to label proliferating vascular endothelial cells. EdU incorporation was detected 21 days after stroke using the Click-it EdU Alexa Fluor 647 Imaging Kit (ThermoFischer) on 40 µm coronal sections.

### Blood plasma multiplex cytokine analysis

Blood was collected through the tail-vein at baseline, 7- and 21-days post injury. Blood plasma cytokines levels (of IFN-γ, IL-1β, IL-2, IL-4, IL-5, IL-6, KC/GRO, IL-10, IL-12p70, and TNF-α) were measured using the Proinflammatory Panel 1 Mouse kit, a chemiluminescence-based assays from Meso Scale Discovery (MSD, Gaithersburg, MD, USA) according to the manufacturer’s protocol. Analyses were done using a QuickPlex SQ 120 instrument (MSD) and DISCOVERY WORKBENCH^®^ 4.0 software.

### Gene expression analysis

Total RNA of stroked cortical tissue and the corresponding contralesional site was isolated using TRIzol extraction followed by the RNeasy RNA isolation kit (Qiagen) including a DNase treatment to digest residual genomic DNA. All samples had a RIN value of >8.5.

Library preparation, sequencing, read processing, read alignment, and read counting was performed at the Functional Genomics Center Zurich (FGCZ) core facility. For library preparation, the TruSeq stranded RNA kit (Illumina Inc.) was used according to the manufacturer’s protocol. The mRNA was purified by polyA selection, chemically fragmented and transcribed into cDNA before adapter ligation. Analysis of RNA sequencing data and gene set enrichment analysis was performed using EdgeR (17) and clusterProfiler 4.0 (18).

Transcriptomic raw data are available to readers *via* Gene Expression Omnibus with identifier GSE208605.

### Behavioral studies

Animals were tested on the (1) runway (2), ladder rung test and (3) the rotarod test. All animals were tested 3 days before surgery to establish baseline performance and 3, 7, 14 and 21 days after stroke induction. Performance on the runway and the ladder rung was evaluated using a recently established deep learning-based protocol (19).

A runway walk was performed to assess whole body coordination during overground locomotion as described previously (18). Briefly, mice were recorded crossing a runway with a high-definition video camera (GoPro Hero 7) at a resolution of 4000 × 3000 and a rate of 60 frames per second from three perspectives. In a first step, the animals were acclimatized to the apparatus in daily training sessions until they crossed the runway at a constant speed and voluntarily (without external intervention). Then, each animal was placed individually on one end of the transparent plexiglas basin and was allowed to walk for 3 minutes.

The ladder rung test was performed using the same set-up as for the runway to assess skilled locomotion; with the only difference that the runway was replaced with a horizontal ladder on which the spacing of the rungs is variable. The animals were trained to cross the ladder without external reinforcement. A total of at least three runs per animal and per session were recorded. A step was defined as misstep when the toe tips of the animal reached a threshold of >0.5 cm below the ladder height.

The rotarod test is a standard sensory-motor test to investigate the animals’ ability to stay and run on an accelerated rod (Ugo Basile, Gemonio, Italy). All animals were pre-trained to stay on the accelerating rotarod (slowly increasing from 5 to 50 rpm in 300s) until they could remain on the rod for > 60 s. During the performance, the time and speed was measured until the animals fell or started to rotate with the rod without running. The test was always performed three times and means were used for statistical analysis. The recovery phase between the trials was at least 10 min.

### Cell transplantations

Induced pluripotent stem cell (iPSC)-derived neural progenitor cells (NPCs) were generated as previously described (20). In brief, NPCs at passage number < 11 were used in all experiments. Intraparenchymal cell transplantation was performed as previously described (21). In brief eGFP^+^/Luc^+^ NPCs were thawed, washed, and diluted to a final concentration of 8 × 10^4^ cells/μL in sterile 1x PBS (pH 7.4, without calcium or magnesium; Thermo Fisher Scientific). Cells were stored on ice until transplantation. Mice were anesthetized using isoflurane (5% induction, 1.5% maintenance: Attane, Provet AG). Analgesic (Rimadyl; Pfizer) was administered subcutaneously prior to surgery (5 mg/kg body weight). Animals were fixed in a stereotactic frame (David Kopf Instruments), the surgical area was sanitized, and the skull was exposed through a midline skin incision to reveal lambda and bregma points. Coordinates were calculated (the coordinates of interest chosen for this protocol were: AP: + 0.5, ML: + 1.5, DV: −0.8 relative to bregma) and a hole was drilled using a surgical dental drill (Foredom, Bethel CT) (20). Mice were injected with 1.6 × 10^5^ cells (2μL/injection) using a 10-μL Hamilton microsyringe (33-gauge) and a micropump system with a flow rate of 0.3 μL/min (injection) and 1.5 μl/min (withdrawal). The wound was closed with suture.

### *In vivo* bioluminescence imaging and analysis

Bioluminescence imaging (BLI) experiments were performed with the IVIS Spectrum CT (PerkinElmer). Animals were imaged in regular intervals starting 2h after transplantation for up to 35 days. 30mg/ml D-luciferin potassium salt (PerkinElmer) was dissolved in 1x PBS (pH 7.4, without calcium or magnesium; Thermo Fisher Scientific) and sterilized through a 0.22 μm syringe filter. Luciferin was injected intraperitoneally with a final dose of 300 mg/kg body weight before isoflurane anaesthesia (5% induction, 1.5% maintenance; Attane, Provet AG). The head region was shaved before imaging. Image acquisition was performed for 20 min using the following settings: Field of View: A, Subject height: 1.5 cm, Binning: 16, F/Stop: 2. Exposure time (ranging from 1s to 60s) was set automatically by the system to reach the most sensitive setting. Imaging parameters and measurement procedures were kept consistent between mice.

The regions of interest (ROIs) were manually drawn based on anatomical landmarks (eyes, ears and snout) on each image. Plotting and statistical analysis was performed using RStudio. The brain-specific signal was calculated and corrected for nonspecific signal taken from a ROI on the skin of the animal’s back and for noise taken from a ROI outside the mouse. Signal-to-noise ratio (SNR) was calculated by dividing the total photon flux (ph/s/cm^2^/sr) by the standard deviation of the noise. Bioluminescent signal was calculated by subtracting the background flux from the total photon flux per ROI.

### Statistical analysis

Statistical analysis was performed using RStudio (4.04 (2021-02-15). Sample sizes were designed with adequate power according to our previous studies (13, 22, 23) and to the literature (3, 24). All data were tested for normal distribution by using the Shapiro-Wilk test. Multiple comparisons (NSG, Rag2^-/-^, WT-Tacr, WT) were initially tested for normal distribution with the Shapiro-Wilk test. The significance of mean differences between normally distributed multiple comparisons was assessed using repeated measures ANOVA with post-hoc analysis (p adjustment method = holm). Normally distributed data (WT-Tacr_acute_ vs. WT-Tacr_delayed_) were tested for differences with a two-tailed unpaired one-sample *t*-test to compare changes between the two groups. Variables exhibiting a skewed distribution were transformed, using natural logarithms before the tests to satisfy the prerequisite assumptions of normality. Data are expressed as means ± SD, and statistical significance was defined as ∗*p* < 0.05, ∗∗*p* < 0.01, and ∗∗∗*p* < 0.001.

## Results

### Immunodeficient mice exhibit altered inflammation, scarring and vascular remodelling in the peri-infarct brain tissue

To identify stroke-related changes in immunodeficient mouse models, we induced a photothrombotic stroke in the right sensorimotor cortex in (1) C57BL/6J wildtype (WT) mice (2) C57BL/6J WT mice that were continuously immunosuppressed with tacrolimus (WT-Tacr); as well as genetically immunodeficient (3) Rag2^-/-^ and (4) NSG mice (**Figure 1A**). A successful stroke was confirmed in all groups by ≈ 70% reduction of cerebral blood flow in the lesioned right hemisphere 24h after stroke induction (WT = −72%; WT-Tacr = −76%; Rag2^-/-^ = -69% NSG = −74%, all p > 0.5, **Figures 1B, C**). Twenty-one days post injury (dpi), brain tissue was collected and revealed comparable stroke volumes and a near complete overlap (> 99%) of affected brain areas in mice from all groups (WT = 2.8 ± 0.7 mm; WT-Tacr = 2.7 ± 0.7 mm^3^; Rag2^-/-^ = 2.6 ± 0.4 mm^3^; NSG = 2.4 ± 0.3 mm^3^, all p = 1, **Figures 1D, E**; **Supplementary Figure 1**). To identify stroke-related tissue responses such as inflammation, scarring and neuronal remodelling, we quantified the fluorescence intensities in the contralesional cortex as well as 300-µm cortical peri-infarct regions adjacent to the ipsilesional stroke core three weeks after injury. As expected, inflammatory as well as scarring signals were elevated in the ipsilesional compared to the contralesional cortex (**Figures 1F–H**). In the peri-infarct areas, microglial activation/macrophage infiltration (Iba1^+^) and glial scarring (GFAP^+^) signals were reduced in all immunosuppressed mouse models compared to WT controls (Iba1^+^: WT-Tacr: −84%, Rag2^-/-^: −82%, NSG: −74%, all p < 0.001; GFAP^+^: WT-Tacr: −60%, p = 0.002; Rag2^-/-^: −32%, p = 0.015, NSG: −55%; p = 0.002, **Figures 1I, J**). On the unaffected contralesional side however, no significant differences were detected. The quantity of mature neurons indicated by NeuN^+^ expression was reduced in the lesioned regions in all groups by 50-60% but no changes have been observed in NeuN^+^ expression between the groups (**Figure 1K**). The expression of neurofilament light and heavy chain, major proteins of the neuronal cytoskeleton, was also altered after stroke (**Figure 1L**). Interestingly, we observed a significantly lower loss of Neurofilament H in WT-Tacr mice (WT-Tacr: +66%, p = 0.02) but no differences in the other immunosuppressed Rag2^-/-^ and NSG mice (Rag2^-/-^: +39%, p = 0.37; NSG = +10%, p = 0.95) compared to WT control (**Figure 1M**). No changes have also been observed between the groups for Neurofilament L expression in the injured regions (WT-Tacr: +33%, Rag2^-/-^: +23%, NSG: +2%, all p > 0.5, **Figure 1M**).

**Figure 1:**
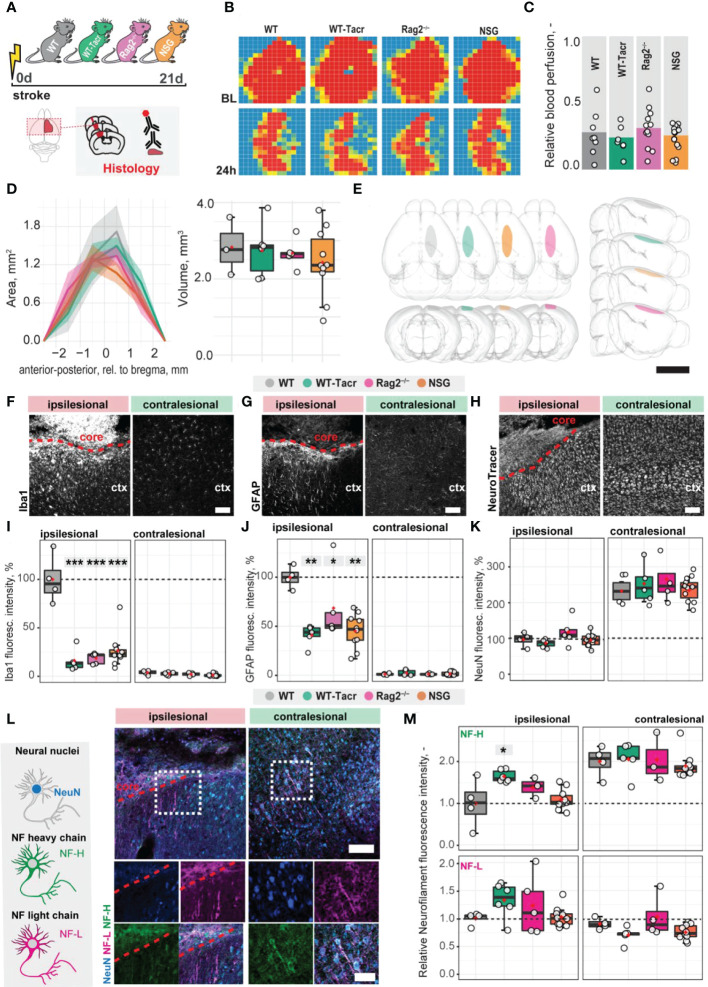
Anatomical changes in the stroke pathology of immunosuppressed mice. **(A)** Schematic representation of experimental set-up and groups of mice: C57BL/6J wildtype (WT), tacrolimus immunosuppressed wildtype (WT-Tacr), recombination activating gene 2 deficient mice (Rag2^–/–^) and NOD scid gamma mice (NSG). **(B)** Representative images of relative blood perfusion at baseline and 24 h after stroke induction. **(C)** Quantification of cerebral blood perfusion of the injured hemisphere at 24 h following injury relative to baseline blood perfusion. **(D)** Quantification of stroke area and stroke volume at 21 dpi. **(E)** 3D reconstruction of stroke location within a brain template. Scale bar: 1 cm. **(F)** Representative histological overview of activated microglia/macrophages (Iba1^+^) **(G)** reactive astrocytes (GFAP^+^) and **(H)** neural nuclei (NeuroTracer) at the ipsi- and contralesional hemisphere of WT mouse. Scale bar: 100 µm. **(I)** Quantification of relative **(J)** Iba1^+^, **(J)** GFAP^+^ and **(K)** NeuN signal in the contra- and ipsilesional cortex 21 days following injury. **(L)** Representative histological overview of neural nuclei (NeuN^+^, blue) and neurofilament light (NF-L, magenta) and heavy chain (NF-H, green) of WT mice. Scale bar: 50 µm. **(M)** Quantification of relative neurofilament light and heavy chain signal in the ischemic and contralesional cortex. Data are shown as mean distributions where the red dot represents the mean. Boxplots indicate the 25% to 75% quartiles of the data. For boxplots: each dot in the plots represents one animal. Line graphs are plotted as mean ± sem. Significance of mean differences between the groups (baseline hemisphere, contralesional hemisphere, and ipsilesional hemisphere) was assessed using Tukey’s HSD. Asterisks indicate significance: *P < 0.05, **P < 0.01, ***P < 0.001. ctx, cortex; d, days; BL, baseline; dpi, days post injury; NF, neurofilament.

Next, we asked if vascular remodelling after stroke may be altered in immunosuppressed mice, because inflammatory responses are known to affect angiogenesis (25). We quantified the vascular density and maturation as well as identified newly formed vessels in the contralesional and ipsilesional cortex three weeks after injury. The overall vascular density, number of branches and total length of the vascular network was increased in the peri-infarct areas in all immunodeficient groups compared to the WT control (**Figures 2A–C**). Most prominent, Rag2^-/-^ mice had an increase of +70% (p < 0.001) in vascular network density, +215% (p < 0.001) in the number of branches and +79% (p < 0.001) in the vascular length compared to WT mice. Importantly, no vascular differences between the groups were observed in the contralesional brain tissue (all p >0.05, **Figure 2D**). To confirm that the blood vessels in the ischemic border zone were newly formed, the nucleotide analogue 5-ethynyl-2′-deoxyuridine (EdU) was systemically applied at the peak of poststroke angiogenesis at day 7 (**Figures 2E–G**). NSG mice had an increase in EdU^+^ blood vessels per mm^2^ in the ischemic border zone compared to WT controls (NSG: 109.4 ± 32.4 mm^-2^; WT: 39.2 ± 46.9 mm^-2^; p = 0.03, **Figure 2G**). As newly formed blood vessels after stroke may be associated with immature vessels that lack stabilizing pericytes (CD13^+^) we investigated whether CD31 and CD13 markers were colocalized (**Figures 2H, I**). Pericyte coverage in the ipsilesional site was ≈ 70% lower compared to the contralesional site in all groups but was comparable between the groups in the peri-infarct areas as indicated by the ratio of pericyte covered vasculature (CD13^+^CD31^+^) to total vasculature (CD31^+^) (WT: 0.36 ± 0.15, WT-Tacr: 0.15 ± 0.14, Rag2^-/-^: 0.23 ± 0.12, NSG = 0.23 ± 0.1; all p > 0.4, **Figure 2J**).

**Figure 2:**
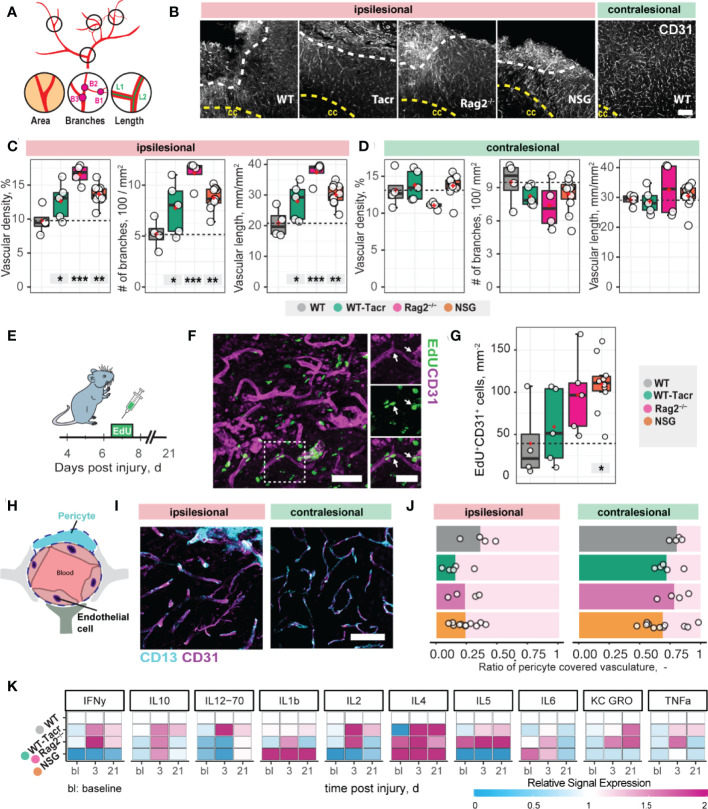
Vascular repair and remodelling of immunosuppressed mice after stroke. **(A)** Schematic representation of vascular parameters. **(B)** Representative images of CD31^+^ vasculature in the ipsi- and contralesional cortex in WT mouse. Scale bar: 100 µm. **(C)** Quantification of vascular density, number of vascular branches and vascular length of ipsi- and **(D)** contralesional cortex 21 dpi. **(E)** Schematic representation of EdU injection to label proliferating cells 7 dpi. **(F)** Representative image of EdU incorporating CD31^+^ blood vessels in the ipsilesional site at 21 dpi. Arrow shows EdU^+^ vasculature. **(G)** Quantification of EDU^+^CD31^+^ cells per mm^2^ in the ipsilesional site. **(H)** Schematic representation of blood brain barrier components. **(I)** Representative image of CD31^+^ cells covered by CD13^+^ pericytes in the ipsi-and contralesional site of WT mice at 21 dpi. Scale bar: 25 µm. **(J)** Quantitative ratio of vasculature covered by pericytes in ipsi- and contralesional site. **(K)** Blood plasma cytokine analysis of pro-inflammatory factors at baseline, 3 and 21 dpi. Data are shown as mean distributions where the red dot represents the mean. Boxplots indicate the 25% to 75% quartiles of the data. For boxplots: each dot in the plots represents one animal. Significance of mean differences between the groups (baseline hemisphere, contralesional hemisphere, and ipsilesional hemisphere) was assessed using Tukey’s HSD. Asterisks indicate significance: *P < 0.05, **P < 0.01, ***P < 0.001. ctx, cortex; cc, corpus callosum; bl, baseline; d, days.

To test if also systemic inflammatory responses were altered following stroke, we measured serum cytokine levels at baseline, 3 and 21 days after stroke using MSD multiplex assays (**Figure 2K**). We identified that all immunosuppressed mice showed a changed cytokine signature compared to WT mice. The strongest deviation from WT was present in cytokine levels of NSG mice, particularly in the reduced levels of IFNy, IL-2, IL-5 and increased Il-1b, Il-4 (**Figure 2K**).

### Motor performance and gait alterations after stroke are comparable between immunodeficient and wildtype mice

Large damage of the sensorimotor cortex by photothrombotic stroke causes long-term impairment in fore and hindlimb function and locomotion ^13,23^. To test whether the anatomical and systemic changes following immunosuppression may affect functional recovery, motor performance and gait analysis was performed at baseline and at repeated intervals after stroke for 21 days (**Figure 3A**).

**Figure 3:**
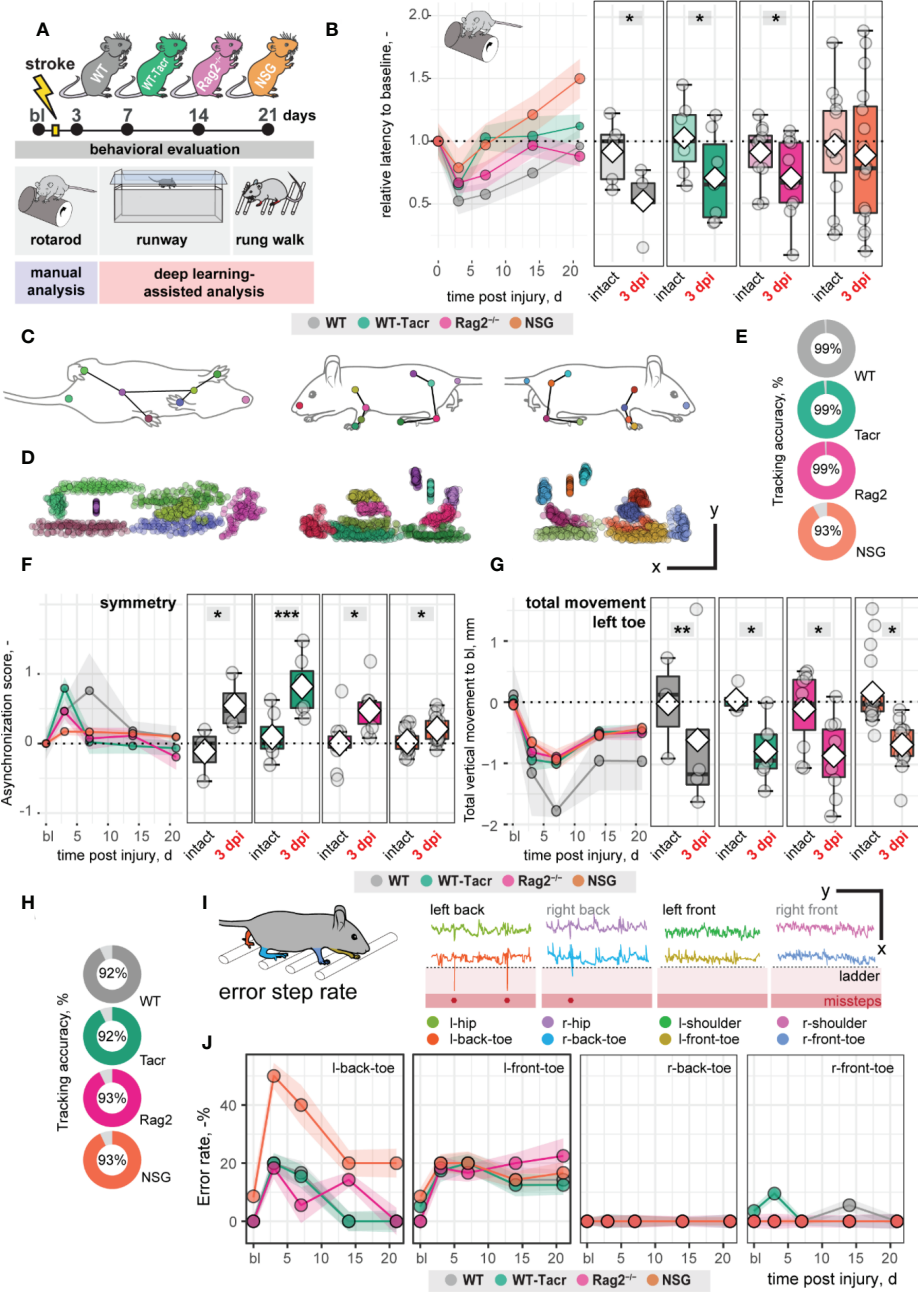
Gait and motor performance of immunosuppressed mice after stroke. **(A)** Schematic time course of experimental interventions. **(B)** Rotarod test showing the relative latency at baseline and 3, 7, 14, 21 dpi. **(C, D)** Walking profile normalized to the hip coordinates of randomly selected non-injured mice. Each dot represents an anatomical landmark. **(E)** Likelihood of a confident labelling for individual body parts in the runway. **(F)** Ratio of asynchronization at baseline, 3, 7, 14, 21 dpi. (0 = ideal synchronization). **(G)** Absolute vertical movement of left (contralesional) toe at baseline and 3, 7, 14, 21 dpi. **(H)** Likelihood of a confident labelling for individual body parts in the ladder rung test **(I)** Representation of an individual ladder rung walk of WT mice at 3 dpi, selected body parts are tracked including hip, back toe, shoulder, and front toe. **(J)** Time course of error rate during ladder rung test in the individual paws. Data are shown as mean distributions where the white dot represents the mean. Boxplots indicate the 25% to 75% quartiles of the data. For boxplots: each dot in the plots represents one animal. Line graphs are plotted as mean ± sem. For line graphs: the dots represent the mean of the data. Significance of mean differences between the groups was assessed using repeated ANOVA with post-hoc (emmeans) analysis. Asterisks indicate significance: *P < 0.05, **P < 0.01, ***P < 0.001.

We determined in all groups, except of NSG mice, an acute deficit in the rotarod performance indicated by a ≈ 40% shorter time spent on the rod acutely after stroke (3dpi to bl: WT: −48%, p = 0.020, WT-Tacr: −35%, p = 0.048; Rag2^-/-^ = −43%, p = 0.037; NSG = −22%, p = 0.549) with a gradual recovery (**Figure 3B**). NSG mice had also a striking higher intra-group variability between individual animals in the rotarod task (**Figure 3B**).

Next, we applied a recently established deep learning algorithm to videos of mice during a voluntary run to identify specific gait changes after stroke (19, 26). We confirmed that the body parts of interest including tail base, iliac crest, hip, back ankles, back toe, shoulder, wrist, elbow, front toe, and head could be reliably detected from three perspectives (**Figures 3C, D**). The ratio of confident labels (>95% likelihood of detection) to total labels ranged from 93-99% (**Figure 3E**). Data points that did not pass the likelihood of detection of 95% were excluded. We confirmed that previously identified key parameters (19) were altered in all groups of animals after stroke. For instance, an asymmetric stride pattern describing the non-simultaneous placement of opposed front and back toes, was observed acutely after stroke in all groups (3dpi: all p < 0.05) (**Figure 3F**). The asymmetric stride pattern reversed to baseline with time in all groups (**Figure 3F**). Also, we detected comparable irreversible gait changes in all groups such as a reduced range of motion in the contralesional left front paw (3dpi to bl: WT: −1.2 ± 1.4 mm, WT-Tacr: −0.9 ± 0.5 mm, Rag2^-/-^: −0.8 ± 0.6 mm, NSG: −0.7 ± 0.3 mm, all p < 0.05) that gradually recovered but did not reach baseline levels throughout the time course (21dpi to bl: WT: −1.0 ± 0.8 mm, WT-Tacr: −0.5 ± 0.3 mm, Rag2^-/-^: −0.5 ± 0.4 mm, NSG: −0.4± 0.3 mm, all p < 0.05, **Figure 3G**).

To detect fine motor deficits, we additionally performed a deep learning assisted irregular ladder rung test and quantified the ratio of stepping errors (19, 27). We achieved a high ratio of confident labels of 92-93% (**Figure 3H**) and excluded all data points that did not pass the confidence threshold. Errors were defined if the front or back toe dropped lower than the ladder height due to a misstep or a slip (**Figure 3I**). All groups of mice showed acutely increased error rates that were most pronounced in the contralateral left back (3dpi: WT: +20%, WT-Tacr: +20%, Rag2^-/-^: +18%, NSG: +50%, all p < 0.05) and left front toe (3dpi: WT: +20%, WT-Tacr: +10%, Rag2^-/-^: +18%, NSG: +18%, all p < 0.05) compared to baseline misstep rates (**Figure 3J**). NSG mice tend to have a higher overall error rate, most prominent in the left back toe after injury (**Figure 3J**).

In sum, the motor performance and gait alterations between immunosuppressed and WT mice were largely comparable. NSG mice deviated in few behavioral readouts from the functional deficits in WT mice. However, the data indicates that the observed anatomical and systemic changes did not lead to major changes in functional recovery between the groups in a time course of three weeks.

### Immunodeficient mice have distinct gene expression profile after stroke

To further dissect molecular changes in the ischemic brain, we performed RNA sequencing of ischemic brain tissue from immunodeficient and WT mice (**Figure 4A**). 

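RNA sequencing of a tissue piece counts how many reads fall on each gene and so compares transcript levels between animals. A total of 29 mice in 8 groups were analysed. Non-stroked samples came from 4 WT, 3 Rag2-/- and 4 NSG mice. Stroked cortex at 21 dpi came from 4 WT mice, 3 WT-Tacr mice treated from the day of stroke, 3 Rag2-/- mice and 3 NSG mice. The remaining 5 mice received delayed tacrolimus and belong to the experiment in **Figure 7**. Tacrolimus blocks calcineurin and thereby T cell activation. Rag2-/- mice form no mature T and B cells, and NSG mice additionally lack NK cells through changes in Prkdc and Il2rg. The paper's methods take control RNA from the contralesional site, whereas its results speak of naïve mice, and these samples are called non-stroked here. The mouse numbers in the methods differ from those in the sample labels, which were used and which equal the columns of the heatmap in **Figure 4B**. Non-stroked mice on tacrolimus were not analysed here, so the 4 non-stroked WT samples served WT and WT-Tacr alike. By their labels the samples form 2 cohorts, Imm2 with 20 samples and TF with 9 samples. All non-stroked samples are in Imm2 and all delayed tacrolimus samples in TF. Stroked WT mice came from Imm2 (2 samples) and TF (2 samples), and WT-Tacr mice from Imm2 (1 sample) and TF (2 samples). According to the methods, stranded libraries were prepared from polyA-selected RNA, and a sequencing center aligned and counted the reads. The authors deposited raw counts for 25746 Ensembl genes. Total counts per sample ran from 17789044 to 43403413, with a median of 37223696 in Imm2 and 23155303 in TF. Groups were compared with edgeR's quasi-likelihood test on TMM-normalized counts, in 1 fit of all 8 groups over 17031 genes that passed a filter on low counts. Genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1 are called differentially expressed, as drawn by the lines in **Figure 4B**. The genes altered in the strains served as a check of the labels. Rag2 itself had 0 counts in all samples except 1 stroked WT sample with 2 counts, too few for a test. B230118H07Rik, whose span on chromosome 2 (101560781 to 101649532, minus strand, GRCm38) contains Rag2 on the plus strand (101624718 to 101632529), had 0 to 4 counts in the Rag2-/- samples and 274 to 1241 counts in the others. Reads of these overlapping genes are told apart only by strand. Il2rg rose after stroke in WT mice (log2 fold change 1.84, SE 0.329, edgeR adjusted p = 0.000282) and was level in NSG mice (log2 fold change 0.06, SE 0.366, edgeR adjusted p = 0.926). The difference between these responses did not pass (log2 fold change -1.78, edgeR adjusted p = 0.156). Prkdc was at the same level in non-stroked NSG and WT mice (log2 fold change 0.07, SE 0.135, edgeR adjusted p = 0.811).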

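In WT mice 1244 genes were differentially expressed between stroked and non-stroked cortex, 1152 higher and 92 lower. The counts were 440 in WT-Tacr (389 higher, 51 lower), 737 in Rag2-/- (718 higher, 19 lower) and 933 in NSG mice (853 higher, 80 lower). Genes with higher expression thus made up 92.6% in WT, 88.4% in WT-Tacr, 97.4% in Rag2-/- and 91.4% in NSG mice. At an unadjusted p below 0.05, edgeR's test returned 6709, 4701, 3691 and 6116 genes in this order, against 852 expected by chance. Values of the stroked and non-stroked samples did not overlap for 1037 of the 1152 and 63 of the 92 genes in WT, and for 238 of the 389 and 46 of the 51 genes in WT-Tacr mice. In Rag2-/- mice this held for 715 of the 718 and all 19 genes, and in NSG mice for 766 of the 853 and 51 of the 80 genes. Genes chosen as differentially expressed are apart in this way more often than others. Over all 17031 genes tested the share was 29.8% in WT, 19.6% in WT-Tacr, 35.7% in Rag2-/- and 25% in NSG mice, against 2.86%, 5.71%, 10% and 5.71% by chance. The WT-Tacr count moved most with the processing: a fit of only its own groups returned 21 genes, 8 higher and 13 lower, or 38.1% higher. Within the Imm2 cohort alone, WT mice had 711 differentially expressed genes, and the TF cohort holds no non-stroked samples, so stroke and cohort cannot be told apart there. With the cohort as a covariate the count was 712 in WT and 31 in WT-Tacr mice.

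**Figure D1:**
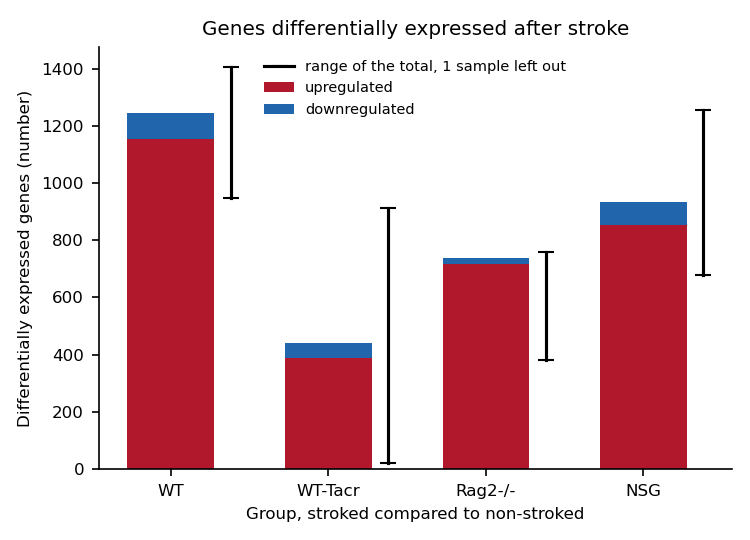
Number of genes (y axis) higher and lower in stroked than non-stroked cortex of WT, WT-Tacr, Rag2-/- and NSG mice at 21 dpi, as stacked bars, and the black line spans the lowest to highest total with 1 sample left out. The bar is tallest in WT mice (1244 genes) and the black line longest relative to its bar in WT-Tacr mice (440 genes, 23 to 911).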

Three weeks after stroke, the majority of the significantly altered genes were upregulated in all groups of mice (**Figure 4B**). 

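The components were computed from log2 CPM (counts scaled to library size, prior count 2) of the 500 most variable genes in all samples but those with delayed tacrolimus. The PC1 component held 44.5% of the variance, and stroke accounted for 75.2% of the variance along it. On PC1, 12 of the 13 stroked samples lay beyond all 11 non-stroked samples. The two-sided permutation test of the difference of means between stroked and non-stroked samples gave p = 2e-05, the smallest value these permutations can give. With all genes tested in place of the most variable ones, PC1 held 34.7% of the variance and 11 of the 13 stroked samples lay beyond the non-stroked ones.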

Principal component analysis and a heatmap of the most differentially expressed genes demonstrate a clear separation between naïve mice from their stroked littermates (**Figures 4B, C**). As expected, we also observed a strong separation between non-stroked and stroked NSG mice to the other groups presumably because of their different background (NSG mice have a NOD-background; all other groups of mice had a C57Bl/J background, **Supplementary Figures 2A, B**). 

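Along PC2, which held 25.6% of the variance, 97.5% of the variance was accounted for by whether a sample came from an NSG mouse. Between non-stroked NSG and WT mice 573 genes were differentially expressed, 326 of them higher in NSG. Of these genes 292 higher and 234 lower ones had no overlap between the 4 NSG and the 4 WT samples (21.8% of all genes tested, 2.86% by chance), and 3894 genes passed an unadjusted p below 0.05. Against non-stroked Rag2-/- mice 477 genes were differentially expressed, 246 higher and 231 lower in NSG. Both NSG comparisons shared 197 of the higher and 199 of the lower genes. Non-stroked Rag2-/- and WT mice differed by 1 gene, with 349 genes at an unadjusted p below 0.05 against 852 expected by chance. The mice of different strains share replicate numbers in their labels, but their residuals were hardly related (mean r -0.0898 for NSG and WT, 0.107 for Rag2-/- and WT and -0.0284 for NSG and Rag2-/-). With the replicate number as a block on the samples that share one, the counts were 323 for NSG and WT, 17 for Rag2-/- and WT and 409 for NSG and Rag2-/-. The same samples without the block gave 449, 1 and 455 genes. All of these mice are in the Imm2 cohort. Dropping the minimum fold change moved the NSG and WT count most, to 1662 genes.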

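Gene sets were tested with fgsea on all genes ranked by the signed square root of edgeR's F statistic, with p from random gene sets, against 737 Reactome sets of 15 to 500 genes. Reactome stands in for the Gene Ontology terms of the paper, which were not used here. Between non-stroked NSG and WT mice 37 sets passed a Benjamini-Hochberg adjusted p below 0.05, 14 with positive and 23 with negative normalized enrichment scores (NES). The smallest p belonged to Processing of Capped Intron-Containing Pre-mRNA (NES -2.30, fgsea adjusted permutation p = 1.19e-06). GPCR ligand binding (NES 1.93) and Extracellular matrix organization (NES 1.87) were the leading positive sets. Adaptive Immune System was not among the 37 sets. A hand-written list of T cell genes had an NES of 0.866 (fgsea permutation p = 0.644), and a list of B cell genes an NES of -1.33 (fgsea permutation p = 0.162).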

Most enriched gene sets between non-stroked NSG and WT mice affected pathways related to the adaptive immune system (**Supplementary Figure 3**).

**Figure 4:**
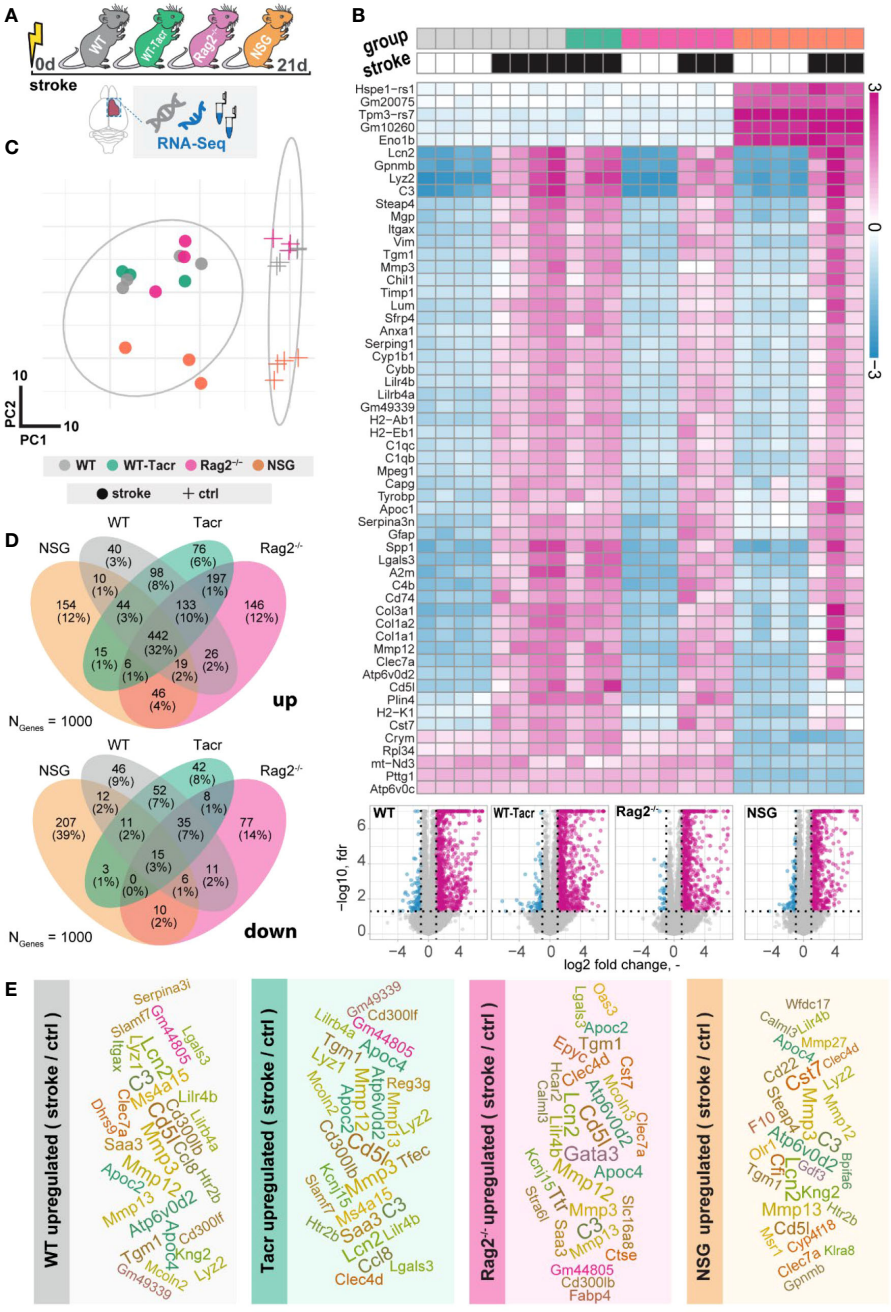
Gene expression changes in immunodeficient mouse models after stroke. **(A)** Schematic overview of experimental time course and groups of mice: C57BL/6J wildtype (WT), tacrolimus immunosuppressed wildtype (WT-Tacr), recombination activating gene 2 deficient mice (Rag2^–/–^) and NOD scid gamma mice (NSG). **(B)** Heatmap of most differentially expressed genes and volcano plot of stroked (black boxes) to non-stroked (white boxes) WT, WT-Tacr, Rag2^-/-^, NSG mice. **(C)** Principal component analysis, circles indicate stroked mice, crosses indicate non-stroked mice. **(D)** Venn diagram of common and differentially expressed top1000 genes in all groups of immunodeficient mice. **(E)** List of top 30 upregulated genes after stroke in the respective group of immunodeficient mice, font size represents strength of upregulation.

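Across the 4 stroke comparisons 1672 genes were differentially expressed in at least 1 of them. All 4 shared 272 of the higher genes and 0 of the lower genes. Of the genes higher in WT mice, 371 were also higher in WT-Tacr, 610 in Rag2-/- and 649 in NSG mice. Among the genes whose proteins the paper stains, Gfap rose after stroke by a log2 fold change of 2.77 in WT, 3.05 in Rag2-/- and 2.29 in NSG mice. Its mean in non-stroked and stroked WT cortex was 142 ± 31.3 and 969 ± 169 CPM (SD, 4 mice each), and in stroked WT-Tacr cortex 461 ± 406 CPM (SD, 3 mice). Aif1, which encodes Iba1, rose by a log2 fold change of 1.63 in WT, 1.19 in WT-Tacr, 1.15 in Rag2-/- and 1.43 in NSG mice. Rbfox3, which encodes NeuN, fell by a log2 fold change of -0.62 in WT mice (SE 0.166, edgeR adjusted p = 0.00832), and Pecam1, which encodes CD31, did not change detectably (log2 fold change -0.02, SE 0.173, edgeR adjusted p = 0.933).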

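Each comparison was reduced to its 1000 genes with the smallest p, split by direction. This gave 796 higher and 204 lower genes in WT, 760 and 240 in WT-Tacr, 838 and 162 in Rag2-/-, and 750 and 250 in NSG mice. Of the 1641 genes in any of the higher lists, 246 were in all of them (15.0%). Of the 691 genes in any of the lower lists, 5 were in all of them (0.724%). With the 1000 largest absolute log2 fold changes in place of the smallest p, the higher lists shared 26.6% of their genes and the lower lists 0.192%. Without stroked WT-Tacr mouse 2_1 the higher lists shared 6.401%, and without mouse 1_5 they shared 24.61%.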

After stroke, there was an overlap of 32% of the top_1000_ upregulated genes but only 3% of the top_1000_ downregulated genes in all groups of mice compared to their respective non-stroke controls (**Figure 4D**). WT-Tacr mice showed the closest gene expression profile to WT; and NSG mice deviated most from WT gene expression after stroke. 

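The lists of the 1000 smallest p gave pairwise overlaps with WT of 37.0% (420 of 1136 genes) in WT-Tacr, 51.4% (555 of 1079) in Rag2-/- and 41.1% (450 of 1096) in NSG mice for genes higher after stroke. For lower genes these were 13.6%, 20.4% and 8.35%. Over the 1672 genes differentially expressed in at least 1 stroke comparison, the root mean square difference from the log2 fold change in WT mice was 0.904 in WT-Tacr, 1.07 in Rag2-/- and 1.33 in NSG mice. Across these genes, which are not independent replicates, Pearson's r with WT was 0.920, 0.780 and 0.673 and the slope on WT 0.713, 0.783 and 0.682 in this order. WT and WT-Tacr were measured against the same 4 non-stroked samples, which makes their changes alike by construction. With these samples shared out between WT and WT-Tacr, 2 to each, WT-Tacr had the smallest root mean square difference in 1 of the 6 possible ways and the highest r in 6 of 6, and NSG had the largest difference in 6 of 6. The jackknife SD of the differences was 0.969 in WT-Tacr, 0.410 in Rag2-/- and 0.343 in NSG mice. Rag2-/- mice had the smallest difference for genes with a mean of at least 1 CPM (0.693 against 0.804 in WT-Tacr) and with the cohort as a covariate (0.969 against 0.9695). Leaving out stroked WT-Tacr mouse 2_1 raised the WT-Tacr difference to 1.83, above that of NSG (1.45). Without mouse 5m_1 the WT-Tacr difference was 1.289, and without mouse 1_5 it fell to 0.751.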

Still, many of the top_30_ upregulated genes were present in all groups of animals such as Mmp12, CD5l, Mmp3, C3, Apoc4, Tgm1, Clec7a, Lcn2 and Lilr4b. (**Figure 4E**). However, no top_30_ downregulated genes were present in all groups (**Supplementary Figure 4**).

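By log2 fold change among the differentially expressed genes, 11 genes were in the top 30 of all 4 groups: the 9 above, Atp6v0d2 and Mmp13. Another 6 genes were in 3 of the lists, 14 in 2 and 30 in 1, out of 61 distinct genes. Lcn2 rose from 0.142 ± 0.135 to 60.4 ± 37.5 CPM in WT mice (SD, 4 mice each). Its log2 fold change was 8.68 in WT (SE 1.09, edgeR adjusted p = 1.61e-05), 7.42 in WT-Tacr (SE 1.12, edgeR adjusted p = 0.000628), 9.09 in Rag2-/- (SE 1.4, edgeR adjusted p = 0.000317) and 9.14 in NSG mice (SE 1.07, edgeR adjusted p = 1.73e-05). For C3 it was 7.48, 6.04, 7.79 and 7.04, for Clec7a 7.00, 5.73, 6.15 and 6.48, and for Lilr4b 6.63 in WT, 5.54 in WT-Tacr and 5.92 in NSG mice (at least 57.3-fold higher in Rag2-/- mice), with edgeR adjusted p from 2.95e-05 to 0.00549. Several of the genes had at most 3 counts in every non-stroked WT sample, so their folds in WT are lower bounds: at least 240-fold higher for Mmp12, 182-fold for Cd5l, 112-fold for Mmp3, 22-fold for Apoc4 and 120-fold for Tgm1. The WT-Tacr mice were spread widely: Lcn2 was at 0.166 in mouse 1_5, 8.47 in mouse 5m_1 and 67.2 CPM in mouse 2_1. Without mouse 2_1, Lcn2 still passed in WT-Tacr (log2 fold change 4.97, edgeR adjusted p = 0.0197), whereas Clec7a (2.40, edgeR adjusted p = 0.2) and C3 (1.94, edgeR adjusted p = 0.338) did not. The number of shared genes was 1 in the fit without mouse 2_1, and 19 when a mean of at least 1 CPM was required. In GRCm38 the genes lie on chromosomes 9 (Mmp12, 7344381 to 7369499; Mmp3, 7445822 to 7455975), 3 (Cd5l, 87357881 to 87371073), 17 (C3, 57203970 to 57228136), 7 (Apoc4, 19678083 to 19681479), 14 (Tgm1, 55700009 to 55713926), 6 (Clec7a, 129461591 to 129472779), 2 (Lcn2, 32384633 to 32388252) and 10 (Lilr4b, 51480632 to 51486703).

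**Figure D2:**
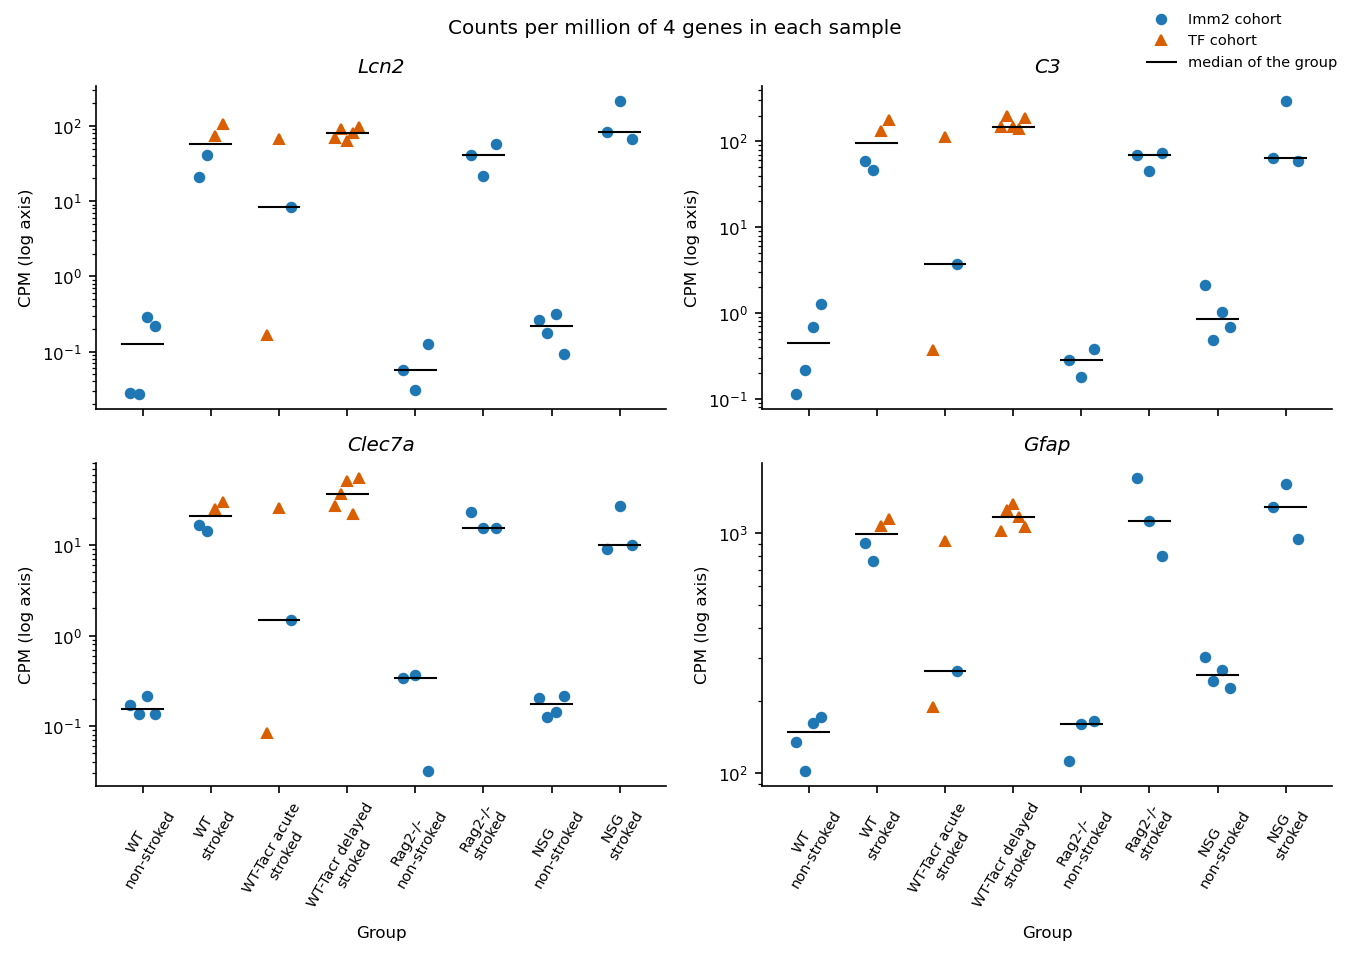
CPM (y axis, log scale) of Lcn2, C3, Clec7a and Gfap in each sample of the 8 groups, blue circles for the Imm2 and orange triangles for the TF cohort, and black lines for the group median. In WT-Tacr mice Lcn2 ranged from 0.166 to 67.2 CPM, and in delayed tacrolimus mice the mean was 80.4 ± 14.2 (SD, 5 mice).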

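Of the 108 distinct genes in the top 30 lower lists of the 4 groups, 0 were in all or in 3 of the lists, 12 were in 2 and 96 in 1. Only 19 differentially expressed genes were lower after stroke in Rag2-/- mice, with 1288 at an unadjusted p below 0.05, so the list of this group was drawn from all genes tested and holds genes that did not pass. In each fit that left out 1 sample the lists again shared 0 genes.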

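After stroke 221 of the 737 Reactome sets passed a Benjamini-Hochberg adjusted p below 0.05 in WT (157 positive, 64 negative), 191 in WT-Tacr (162 and 29), 158 in Rag2-/- (102 and 56) and 275 in NSG mice (201 and 74). Ordered by p, sets of translation led in WT, WT-Tacr and NSG mice. Eukaryotic Translation Elongation had an NES of 3.04 in WT, 2.87 in WT-Tacr, 2.61 in Rag2-/- and 3.30 in NSG mice. Log2 fold changes also followed transcript length across genes (Spearman rho -0.239, -0.25, -0.126 and -0.418 in this order). The part of length in these sets was not tested. Extracellular matrix organization came at rank 1 in Rag2-/- (NES 2.42, fgsea adjusted permutation p = 7.37e-18) and rank 7 in WT mice (NES 2.55). Cytokine Signaling in Immune system was at rank 14 in WT (NES 2.47, fgsea adjusted permutation p = 1.1e-15), 17 in WT-Tacr (NES 2.09), 9 in Rag2-/- (NES 2.13) and 24 in NSG mice (NES 2.31). Innate Immune System had an NES of 1.97, 1.85, 1.75 and 2.21 in this order. Adaptive Immune System had one of 1.92 in WT, 1.82 in WT-Tacr and 2.03 in NSG mice, and its value in Rag2-/- mice is not given here. The order of the sets depended on the method. With genes ranked by log2 fold change, in WT mice Extracellular matrix organization, Cytokine Signaling in Immune system, Innate Immune System, Interferon Signaling and Adaptive Immune System held ranks 1, 2, 3, 6 and 9. With limma's camera none of these and no set of translation was in the top 10 of WT mice.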

The majority of the enriched pathways in all groups after stroke were related to the innate and adaptive immune system e.g., leukocyte migration, positive regulation of cytokine production, and regulation of immune effector process (**Figures 5A, B**). 

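Of the 10 Reactome sets with the smallest p, 6 were shared by WT, WT-Tacr and Rag2-/- mice (60%), and the same number by all 4 groups. Pairwise with WT, WT-Tacr shared 7 sets (70%), Rag2-/- 7 (70%) and NSG 9 (90%). Sets of translation and ribosomal proteins filled ranks 1 to 6 in WT mice. When genes were ranked by log2 fold change, 2 sets were shared by all 4 groups, and 40% of the sets by WT, WT-Tacr and Rag2-/- mice. With limma's camera, which allows for correlation between genes, WT and NSG shared 0 of their 10 leading sets, and 1 was shared by WT, WT-Tacr and Rag2-/- mice.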

While 80% of the top 10 enriched pathways after stroke overlapped between WT-Tacr, Rag2^-/-^ and WT, only 40% of pathways were identical between NSG and WT (**Figures 5A, B**).

**Figure 5:**
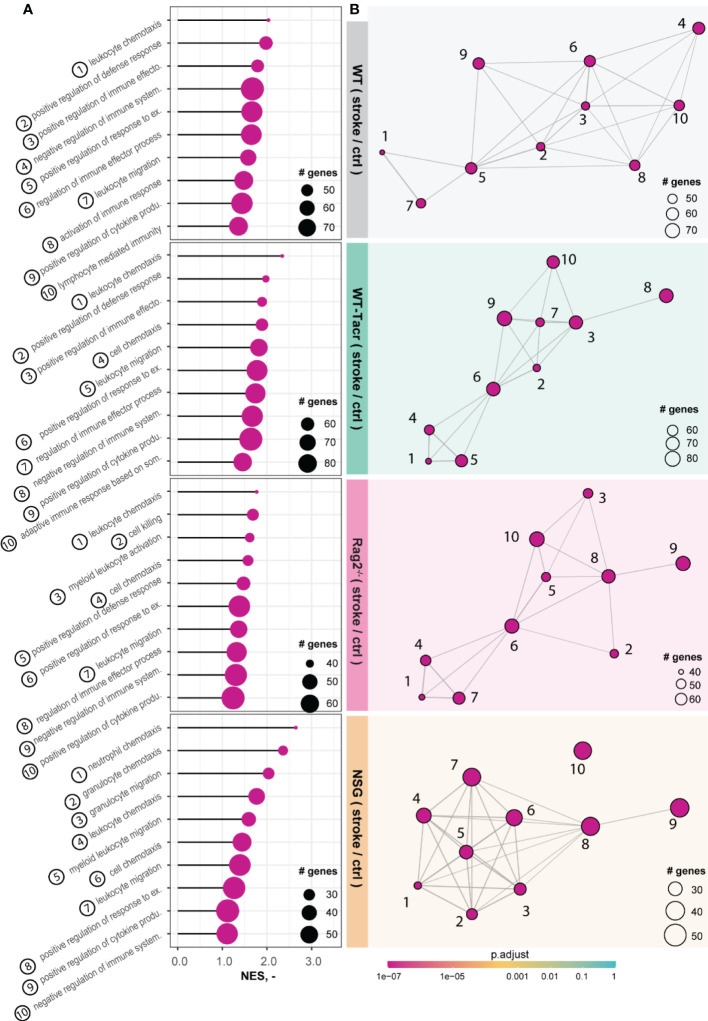
Gene set enrichment analysis in stroked mice. **(A)** Lollipop plot and **(B)** enrichment map (EMAP) of top 10 pathways enriched in stroked C57BL/6J wildtype (WT), tacrolimus immunosuppressed wildtype (WT-Tacr), recombination activating gene 2 deficient mice (Rag2^–/–^) and NOD scid gamma mice (NSG). mice compared to their non-stroked littermates. Size of dots represents the number of genes in the pathway and color of dots represents adjusted p value.

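For Rag2-/- and NSG mice the change from non-stroked to stroked cortex was tested against that in WT mice as a difference of differences. WT-Tacr and WT share their non-stroked samples, so for them this equals the comparison of stroked mice. In WT-Tacr 0 genes were differentially expressed relative to WT (smallest adjusted p from edgeR's test 0.311), with 2168 genes at an unadjusted p below 0.05. Rag2-/- mice also had 0 (smallest adjusted p from edgeR's test 0.95), with 713 genes at an unadjusted p below 0.05 against 852 expected by chance. In NSG mice 2 genes passed, Nr4a1 (log2 fold change 2.30, SE 0.42, edgeR adjusted p = 0.0352) and Egr1 (1.91, SE 0.308, edgeR adjusted p = 0.0266), with 2167 genes at an unadjusted p below 0.05. Egr1 fell from 793 to 285 CPM after stroke in WT and rose from 304 to 411 in NSG mice (group means). For Nr4a1 these means went from 205 to 79.5 in WT and from 79.2 to 151 in NSG mice. With DESeq2's Wald test the counts were 2 in WT-Tacr and 69 in NSG mice, and leaving out WT-Tacr mouse 2_1 gave 689 in WT-Tacr. The NSG count was 0 with the cohort as a covariate (1573 genes at an unadjusted p below 0.05) and in a fit of only the groups compared (1491), and it ran from 0 to 117 when 1 sample was left out. The TF cohort holds no Rag2-/- and no NSG samples, so this contrast cannot be computed within it.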

Next, we analysed gene expression differences among the immunosuppressed stroked groups that were normalized for their respective non-stroked genotype to WT stroked mice (**Figure 6A**). The majority of differentially expressed genes in the different immunosuppressed stroked mice were unique (**Figure 6B**). 

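The 1000 genes with the smallest p in each of these 3 comparisons were split by direction. Of the 1365 genes with a higher change than in WT mice, 1284 were in the list of only 1 group (94.1%), and of the 1444 with a lower change 1338 were (92.7%). All 3 groups shared 0 of the higher and 4 of the lower genes. The largest unadjusted p in the lists was 0.0186 in WT-Tacr, 0.0659 in Rag2-/- and 0.0189 in NSG mice, and adjusted p values from edgeR's test were below 0.05 for 0, 0 and 5 of the listed genes.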

As expected, the enriched pathways were mostly associated with inflammatory responses such as, innate immune response, regulation of cytokine production and lymphocyte activation (**Supplementary Figures 5A–C**).

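Relative to the response of WT mice, 133 Reactome sets passed a Benjamini-Hochberg adjusted p below 0.05 in WT-Tacr (47 positive, 86 negative), 103 in Rag2-/- (1 and 102) and 76 in NSG mice (60 and 16). In WT-Tacr, Cytokine Signaling in Immune system (NES -2.02, fgsea adjusted permutation p = 8.2e-07) and Innate Immune System (NES -1.73, fgsea adjusted permutation p = 1.92e-06) were below WT. In Rag2-/- mice Adaptive Immune System came at rank 31 (NES -1.57, fgsea adjusted permutation p = 0.000795). In NSG mice Costimulation by the CD28 family came at rank 31 (NES -1.92, fgsea adjusted permutation p = 0.00792). A list of T cell genes was below WT in all 3 groups, with an NES of -1.81 in WT-Tacr (fgsea permutation p = 0.00418), -2.29 in Rag2-/- (fgsea permutation p = 4.59e-06) and -1.92 in NSG mice (fgsea permutation p = 0.00164). In WT-Tacr mouse 2_1 the mean log2 CPM of this list (-0.557) lay within that of stroked WT mice (-0.752 to -0.399). It was lower in mice 1_5 (-1.89) and 5m_1 (-1.385), on which the WT-Tacr deficit therefore rests.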

**Figure 6:**
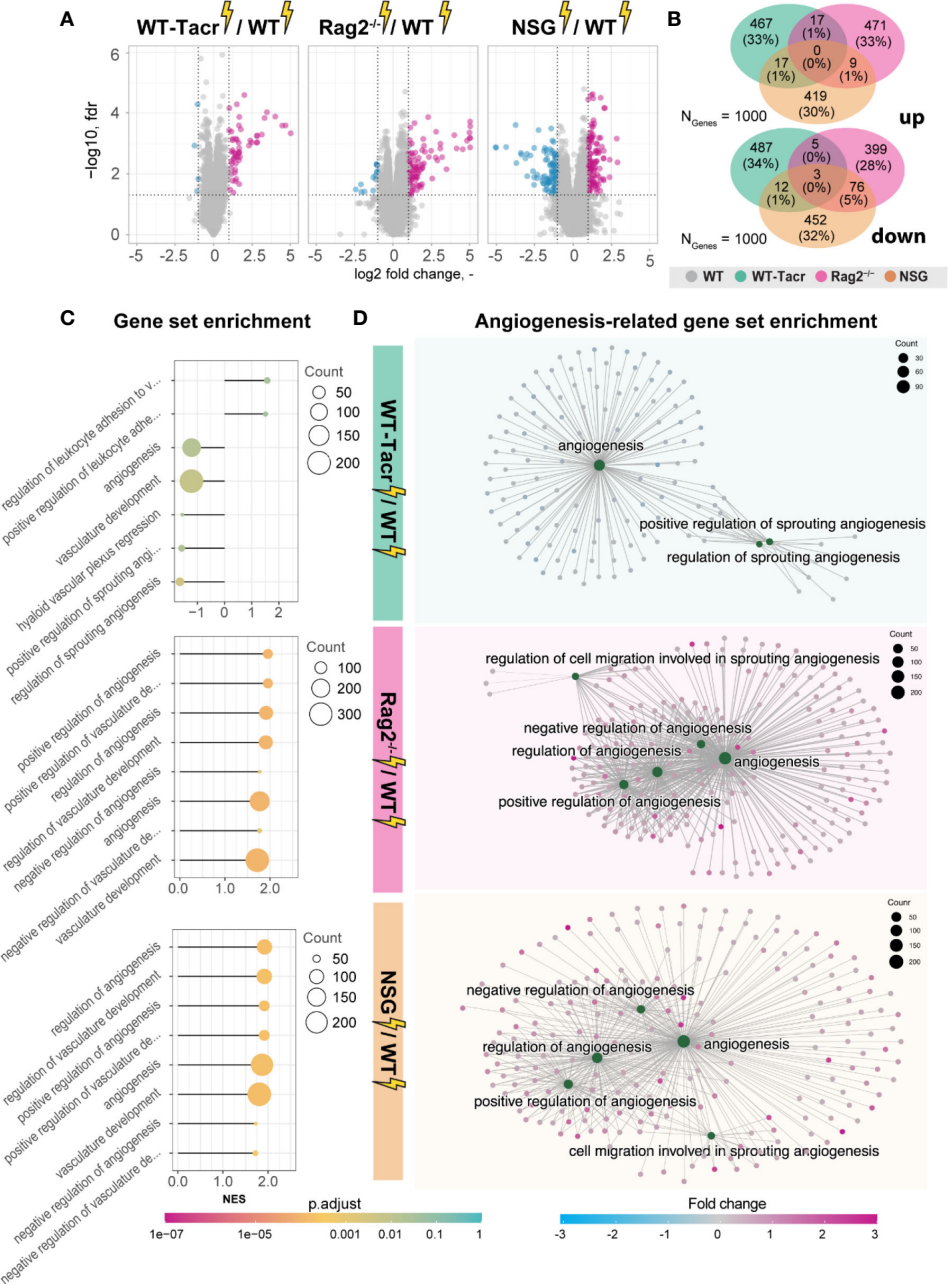
Gene expression changes and gene set enrichment between immunodeficient stroked mice and wildtype stroke pathology. **(A)** Volcano plot of differentially expressed genes identified between immunodeficient stroked mice and wildtype stroked mice. Magenta dots indicate upregulated gene expression, and blue dots indicate downregulated gene expression. **(B)** Venn diagram of common and differentially expressed top1000 genes in all groups of stroked immunodeficient mice. **(C)** Gene set enrichment shown in a lollipop plot in immunodeficient stroked mice compared to wildtype stroked mice. Size of dots represents the number of genes in the pathway and color of dots represents adjusted p value. **(D)** CNET plot describing linkages of genes and biological processes for angiogenesis-related pathways. Size of dots represents the number of genes in the pathway and color of dots represents fold changes.

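Angiogenesis was measured with a list of 142 genes written from general knowledge, of which 141 were tested, in place of the Gene Ontology terms. Within each group, stroked against non-stroked, its NES was 1.77 in WT (fgsea permutation p = 6.18e-05), 1.34 in WT-Tacr (fgsea permutation p = 0.0445), 1.60 in Rag2-/- and 1.81 in NSG mice. The mean log2 CPM over the list was 3.07 to 3.16 in the 4 non-stroked WT samples and 3.37 to 3.80 in the 4 stroked WT samples.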

Interestingly, a second cluster of pathways that was enriched in immunosuppressed stroked mice compared to WT stroked mice was linked to angiogenic responses (**Figures 6C, D**). 

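Relative to the response in WT mice, the angiogenesis list had an NES of -2.07 in WT-Tacr (fgsea permutation p = 9.91e-08, 1.65e-07 after Benjamini-Hochberg over 5 comparisons), with 49 of the 141 genes higher. In Rag2-/- mice the NES was -0.985 (fgsea permutation p = 0.491), with 65 genes higher, and in NSG mice 1.36 (fgsea permutation p = 0.0268, adjusted 0.0335), with 63 genes higher and a median log2 fold change of -0.06. With the cohort as a covariate the Rag2-/- value changed sign and passed (NES 1.55, fgsea permutation p = 0.00241). It also changed sign, without passing, when stroked WT mouse 5_2 or 5_3 (0.631 and 0.763) was left out. The same held for Rag2-/- mouse 2Rag or 4m_4 (0.844 and 0.869). It stayed negative and passed without mouse 2m_3 (-1.40, fgsea permutation p = 0.0147), 4f_1 (-1.36, p = 0.0243) or 4Rag (-1.40, p = 0.0119). The NSG value changed sign and passed without stroked mouse 1f_2 (-1.48, fgsea permutation p = 0.00595). It stayed positive without passing when stroked WT mouse 2m_3 (1.13, fgsea permutation p = 0.221) or 2m_5 (1.20, p = 0.125) was left out. In the other fits that left out 1 sample it stayed positive and passed. It did not pass with genes ranked by log2 fold change (1.03, fgsea permutation p = 0.371) or with limma's camera (p = 0.94). Without WT-Tacr mouse 5m_1 the WT-Tacr value was -1.22, and within the TF cohort alone it was -2.03. With limma's camera, at an estimated correlation between genes of 0.208, the WT-Tacr difference had p = 0.306, and with the Reactome set Signaling by VEGF the NES was -1.08 (fgsea permutation p = 0.289). The score of the list in the 3 WT-Tacr mice was 3.07, 3.12 and 3.67. It was 3.40 to 3.61 in stroked Rag2-/- and 3.51 to 4.03 in stroked NSG mice. From the negative enrichment, the paper reads the angiogenic response at 21 dpi as reduced under tacrolimus.

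**Figure D3:**
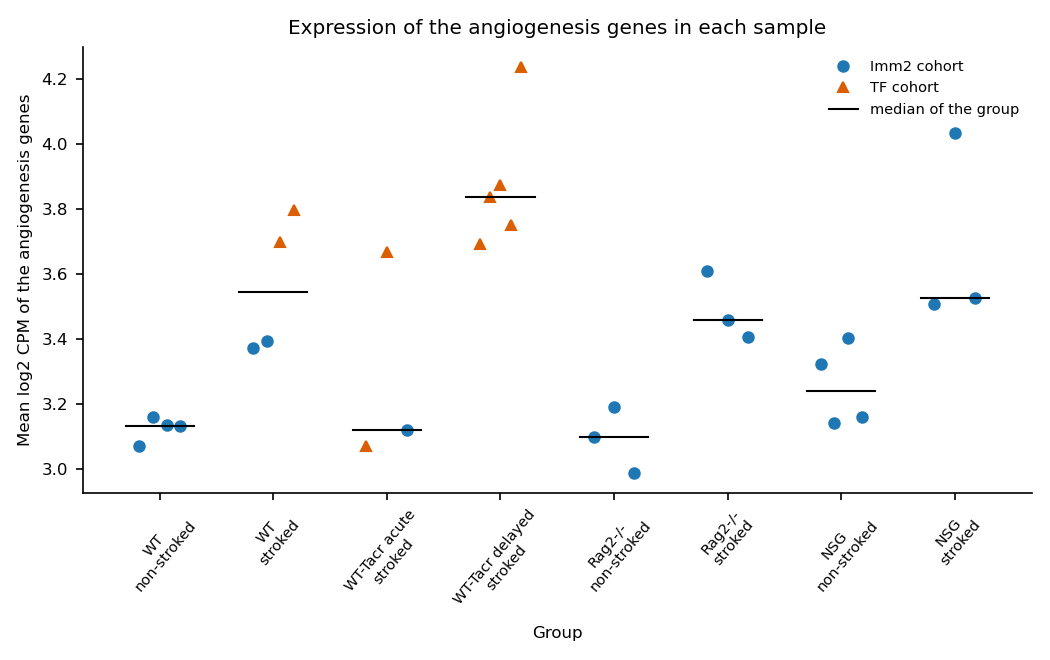
Mean log2 CPM over the angiogenesis list (y axis) in each sample of the 8 groups, blue circles for the Imm2 and orange triangles for the TF cohort, and black lines for the group median. Among WT-Tacr mice 2 samples (3.07 and 3.12) lie at the level of non-stroked WT samples (3.07 to 3.16), and all 5 delayed tacrolimus samples lie at 3.69 or above.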

Surprisingly, these pathways were highly positively enriched in NSG and Rag2^-/-^ mice (**Figure 6D**) but negatively enriched in WT-Tacr mice at 3 weeks after injury (**Figure 6D**), indicating a reduced angiogenic response at 21 dpi in tacrolimus immunosuppressed mice.

In sum, we observed distinct gene expression and pathway enrichment changes between the immunosuppressed and WT mice three weeks after stroke. The strongest deviation was observed in NSG mice. 

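The number of genes at an unadjusted p below 0.05 was about equal in the WT-Tacr and NSG responses. A direct comparison of stroked mice was added after these values were seen, because the paper shows differing genes in **Figure 6A**. Without the non-stroked samples, stroked NSG and WT mice differed by 556 genes (280 higher, 276 lower) and stroked Rag2-/- and WT mice by 1 lower gene in edgeR's test. The direct comparison does not separate the NOD background from the response to stroke.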

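Reactome sets of the vasculature were not among the 40 with the smallest p in any of the 3 comparisons with the WT response. The paper's angiogenesis terms come from the Gene Ontology, which was not tested here, so this absence does not weigh against them. The leading sets were Extracellular matrix organization in WT-Tacr (NES -2.92, fgsea adjusted permutation p = 7.37e-18), Eukaryotic Translation Elongation in Rag2-/- (NES -2.61, fgsea adjusted permutation p = 2.59e-09) and Mitochondrial translation in NSG mice (NES 2.51, fgsea adjusted permutation p = 5.79e-08). Log2 fold changes also followed transcript length across genes in the Rag2-/- (Spearman rho 0.2) and NSG responses (-0.188). The part of length in these sets was not tested. Among the hand-written lists, microglia genes (NES -2.81, fgsea permutation p = 7.15e-13) and reactive astrocyte genes (NES -2.72) lay farther below WT in WT-Tacr mice than the angiogenesis list. Endothelial genes had an NES of 1.17 there (fgsea permutation p = 0.245). The microglia score (mean log2 CPM) was 3.422 in WT-Tacr mouse 1_5, 4.115 in 5m_1 and 6.029 in 2_1, against 5.53 to 6.189 in stroked WT mice. For reactive astrocytes it was 1.601, 2.622 and 4.449, against 3.878 to 4.766. Mouse 2_1 thus lay within the WT range for both lists, and the deficit rests on mice 1_5 and 5m_1.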

Apart from inflammatory responses, angiogenesis related genes were most significantly altered.

### Delayed immunosuppression results in altered stroke progression that more closely resembles wildtype pathology

Transient angiogenic responses have been previously reported after stroke (28) and may explain the enhanced vascular repair mediated by tacrolimus with concomitant downregulation of angiogenesis related genes and pathways three weeks after stroke. We therefore asked if the anatomical and gene expression differences in the stroke pathology between tacrolimus treated and WT mice could be reduced by delaying the tacrolimus administration by one week. This time window was chosen to mimic a clinically relevant scenario. In most studies, cell transplantation usually happens around one week after injury to avoid the very acute and hostile phase; and immunosuppression will be applied shortly before delivery (29). To test this hypothesis, we induced a photothrombotic stroke in (1) WT (2), acute (0 dpi) tacrolimus immunosuppressed mice (WT-Tacr_acute_) and (3) delayed (7 dpi) tacrolimus immunosuppressed mice (WT-Tacr_delayed,_ **Figure 7A**).

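For the delayed set-up, RNA of the stroked cortex at 21 dpi was analysed from 4 WT mice, 3 WT-Tacr_acute_ mice with tacrolimus from 0 dpi and 5 WT-Tacr_delayed_ mice with tacrolimus from 7 dpi. The WT and WT-Tacr_acute_ samples are those of the earlier comparison. All WT-Tacr_delayed_ samples are in the TF cohort, with 17789044 to 28968103 total counts and a median of 21878621. The TF cohort also holds 2 WT and 2 WT-Tacr_acute_ mice, which allow comparisons within it. The same fit and thresholds were used, with the contrasts WT-Tacr_delayed_ against WT and against WT-Tacr_acute_. Non-stroked samples do not enter these contrasts.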

**Figure 7:**
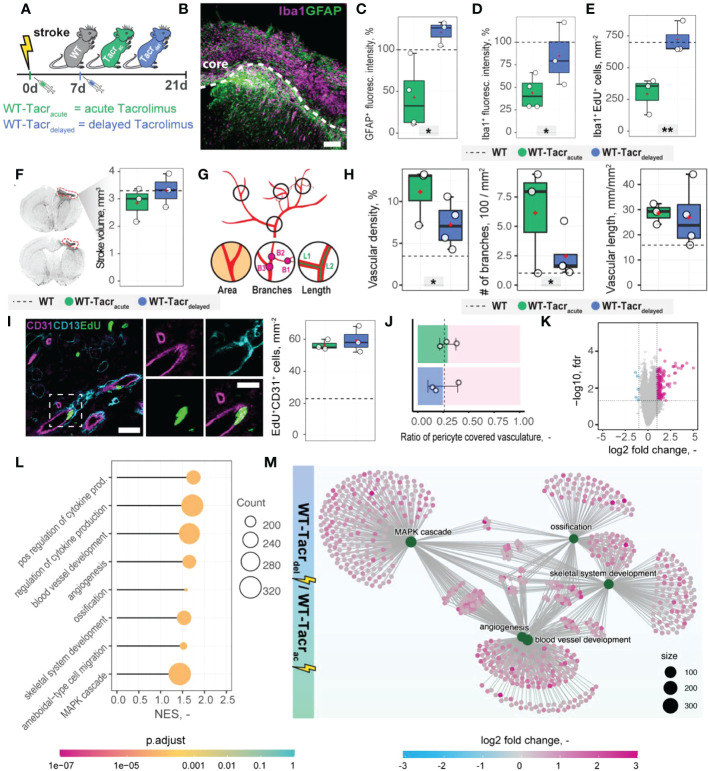
Anatomical and gene expression changes in the stroke pathology of acute and delayed pharmacological immunosuppression. **(A)** Schematic representation of experimental set-up and groups of mice: C57BL/6J wildtype (WT), acute (0 dpi) tacrolimus immunosuppressed wildtype (WT-Tacr_acute_), and delayed tacrolimus (7 dpi) immunosuppressed wildtype (WT-Tacr_delayed_) mice. **(B)** Representative image of Iba1^+^ inflammatory cells (Iba1, magenta) and reactive astrocytes (GFAP^+^, green) in the ipsilesional cortex at 21 dpi. Scale bar: 100 µm. **(C)** Quantification of GFAP^+^, and **(D)** Iba1^+^ fluorescence intensity in the peri-infarct regions at 21 dpi. **(E)** Quantification of Iba1^+^ EDU^+^ cells in per-infarct region. **(F)** Stroke volume quantification at 21 dpi. **(G)** Schematic overview of vascular parameters **(H)** Quantification of vascular density, number of vascular branches and vascular length in the peri-infarct region at 21 dpi. **(I)** Representative image of newly formed blood vessels (CD31^+^, magenta) covered by pericytes (CD13^+^, cyan) and incorporating a nucleotide analogue that was injected at 7 dpi (EdU^+^, green). Scale bars: Overview: 20 µm. Closeup: 10 µm. Quantification of EdU^+^CD31+ cells per mm^2^ in the peri-infarct region at 21 dpi. **(J)** Pericyte coverage assessed by the ratio of CD13^+^/CD31^+^ cells at 21dpi. **(K)** Volcano plot of gene expression differences between delayed and acute immunosuppressed mice. **(L)** Lollipop chart of gene set enrichment terms for “biological process” in delayed tacrolimus immunosuppressed mice. **(M)** Visualization of top five gene set enrichments terms with respective genes. Data are shown as mean distributions where the white dot represents the mean. Boxplots indicate the 25% to 75% quartiles of the data. For boxplots: each dot in the plots represents one animal. Dotted line represents mean of WT mice. *P < 0.05, **P < 0.01.

First, we performed brain tissue analysis of inflammatory and scarring responses at 21 dpi. (**Figure 7B**). Histological analysis in the peri-infarct region revealed an increased glial scar signal (GFAP^+^) in WT-Tacr_delayed_ (+21% to WT) compared to WT-Tacr_acute_ (−58% to WT) mice (p = 0.025, **Figure 7C**). Inflammatory Iba1^+^ levels were also amplified in WT-Tacr_delayed_ (−25% to WT) compared to WT-Tacr_acute_ (−60% to WT) mice (p = 0.04, **Figure 7D**). The number of newly formed Iba1^+^ cells (Iba1^+^EdU^+^) around the stroke was increased between Tacr_delayed_ (+1% to WT) compared to WT-Tacr_acute_ (−59% to WT) mice (p = 0.001, **Figure 7E**), indicating overall that post-stroke scarring and inflammation in WT-Tacr_delayed_ mice is closer to WT tissue responses.

No differences have been observed in the stroke volumes between the groups (WT-Tacr_acute _= 2.85 ± 0.62 mm^3^, WT-Tacr_delayed_ = 3.31 ± 0.61 mm^3^, WT = 3.30 ± 0.71 mm^3^, p >0.05, **Figure 7F**). Additionally, delayed tacrolimus administration reduced the vascular density (−35%, p = 0.048) and number of branches (−60%, p = 0.032) but did not influence the number of newly formed blood vessels compared to WT-Tacr_acute_ (CD31^+^EDU^+^: WT-Tacr_acute _= 56.3 ± 3.2 cells/mm^2^, WT-Tacr_delayed_ = 59.3± 8.1 cells/mm^2^, p > 0.05, **Figures 7G–I**). The ratio of pericyte coverage of total vasculature remained unchanged in the peri-infarct region between the groups (WT-Tacr_acute _= 0.25 ± 0.15, WT-Tacr_delayed_ = 0.29 ± 0.08, p > 0.05, **Figures 7J**).

Interestingly, gene expression analysis of ischemic brain tissue reveals an increased gene set enrichment for cytokine production and pro-angiogenic responses in WT-Tacr_delayed_ mice (**Figures 7K–M**, **Supplementary Figure 6**). This may indicate that the increased angiogenic responses in WT-Tacr_acute_ mice may be transient and/or that delayed immunosuppression shifts the angiogenic response towards a later timepoint after stroke.

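Between WT-Tacr_delayed_ and WT mice 0 genes were differentially expressed (smallest adjusted p from edgeR's test 0.15), with 3455 genes at an unadjusted p below 0.05. Between WT-Tacr_delayed_ and WT-Tacr_acute_ mice 979 genes were, 889 higher and 90 lower in WT-Tacr_delayed_. The samples did not overlap for 490 of the 889 and 28 of the 90 genes, and for 17.8% of all genes tested, against 3.57% by chance. The count of 979 depended most on the WT-Tacr_acute_ mice: it was 0 without mouse 5m_1 and 0 without mouse 1_5, and 1927 without mouse 2_1. Without WT-Tacr_delayed_ mouse 5_5 it was 432. In a fit of only these groups the count was also 0, with 5666 genes at an unadjusted p below 0.05. Within the TF cohort it was 0, with 4056. Cytokine Signaling in Immune system was higher in WT-Tacr_delayed_ than in WT (NES 2.57, fgsea adjusted permutation p = 2.59e-13) and WT-Tacr_acute_ mice (NES 2.54, fgsea adjusted permutation p = 1.89e-14). The angiogenesis list had an NES of 2.87 against WT (fgsea permutation p = 8.92e-18) and 2.80 against WT-Tacr_acute_ (fgsea permutation p = 1.15e-17), with 115 of its genes higher in either case. Among them 24 were differentially expressed against WT-Tacr_acute_ mice. The WT group mixes cohorts, and the score of the list was 3.37 and 3.39 in its Imm2 mice but 3.70 and 3.80 in its TF mice, inside the 3.69 to 4.24 of the WT-Tacr_delayed_ mice, which are all TF. Part of the enrichment against WT can therefore stem from the cohort: the NES of the angiogenesis list in this comparison was 2.00 within the TF cohort and 2.24 with the cohort as a covariate. Within the TF cohort the NES against WT-Tacr_acute_ was 2.52. With limma's camera the list passed in neither comparison. From these enrichments the paper proposes that the angiogenic response under acute tacrolimus may be transient, or that delayed treatment shifts it to a later time point.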

These data indicate that a 7-day delayed pharmacological immunosuppression with tacrolimus shifts the course of stroke more towards the WT pathology.

### Grafted human NPCs survive long-term in genetically immunodeficient Rag2^-/-^ and NSG mice

Next, we evaluated long-term survival of intracerebrally transplanted grafts in (1) WT mice (2) WT mice that were continuously immunosuppressed with tacrolimus (WT-Tacr); and genetically immunodeficient (3) Rag2^-/-^ and (4) NSG mice (**Figure 8A**). As a cell source, we used recently generated human neural progenitor cells (NPCs) derived from induced pluripotent stem cells (iPSCs) (20). The NPCs were transduced with a dual reporter consisting of a bioluminescent firefly luciferase (rFluc) and a fluorescent eGFP. A successful transplantation in all groups of mice was confirmed by comparable levels of luciferase signal directly after transplantation (**Figures 8B, C**). As expected, we observed the absence of the graft in WT mice 14 days after transplantation presumably due to xenogenic immune rejection. In contrast, the immunosuppressed mice showed all a prolonged graft survival. However, only in Rag2^-/-^ and NSG mice, we observed a strong bioluminescence signal during the entire time course of more than 1 month after transplantation (**Figures 8B, C**). After 35 days, surviving graft cells were identified using human-specific antibodies in brain sections of NSG and Rag2^-/-^ mice but were not detectable in WT and WT-Tacr mice (**Figure 8D**).

**Figure 8:**
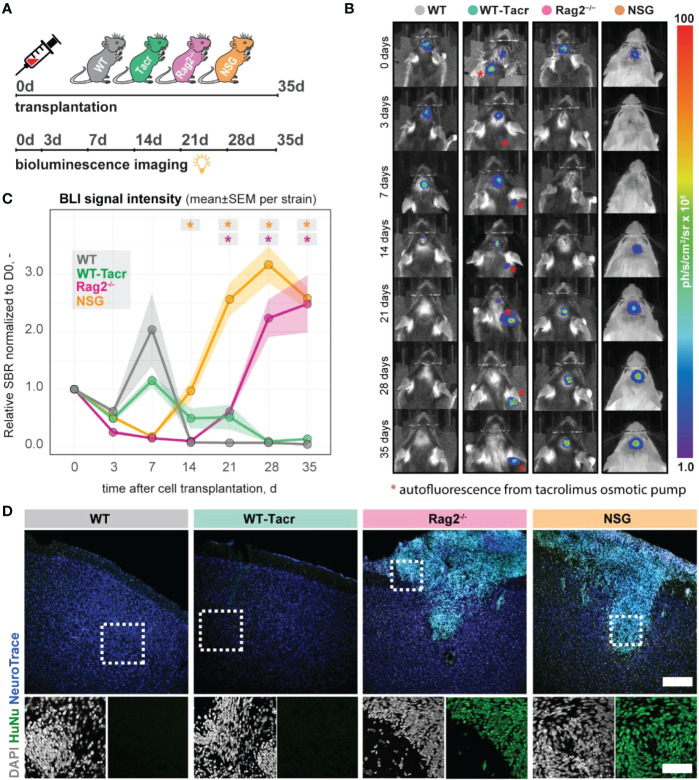
*In vivo* tracking of transplanted NPCs in immunodeficient mouse models. **(A)** Schematic overview of experimental time course **(B)** Representative bioluminescence images of luciferase-expressing NPCs transplanted in immunodeficient and WT mouse models at 0, 3, 7, 14, 21, 28, 35 days after transplantation. **(C)** Bioluminescence signal intensity over time after transplantation. **(D)** Representative images of transplanted human NPCs 35 days after transplantation stained with anti-human nuclei antibody (HuNu, green), NeuroTrace (fluorescent Nissl, blue) and counterstained with DAPI (grey). Scale bar: 50 um. Line graphs are plotted as mean ± sem. d, days; BLI, bioluminescence imaging; sbr = signal background ratio; ph, photons; sr, steradian. *P < 0.05.

These data suggests that genetic immunosuppression is more reliable for graft survival, especially in long-term studies.

## Discussion

Immunodeficient mouse models are commonly used in preclinical stroke research to evaluate e.g., the efficacy of human cell-based therapies. As changes to the inflammatory responses after stroke may considerably alter overall stroke outcome, it is important to understand the stroke pathology of commonly used immunodeficient mouse models. Here, we identified distinct anatomical, gene expression and systemic changes in the stroke pathology between pharmacologically and genetically immunodeficient mice after stroke. These changes were most prominent in NSG mice that have deficiencies in the innate and adaptive immune system and less pronounced in Rag2^-/-^ and pharmacologically immunosuppressed mice with tacrolimus. The changes mainly affected the inflammatory and vascular responses after stroke. However, long-term graft survival was most consistent in NSG and Rag2^–/–^ mice.

A variety of cell types are responsible for postinjury inflammation in the brain after stroke. These cells may locally arise from resident microglia and astrocytes or are recruited from the peripheral blood circulation. Especially cells from the innate immune system such as neutrophils and monocytes have been extensively studied in experimental stroke (10). It is assumed that these cells may predominantly be responsible for the secondary inflammatory injury by releasing proinflammatory factors, reactive oxygen species (ROS) and proteases (30). Although neutrophils and monocytes constitute most of the remaining mouse immune cells in the immunodeficient NSG mice, dendritic cells and macrophages have been described to be detective because of the genetic NOD background (31). We further observed an altered pattern in serum cytokines in NSG mice. These findings are directly in line with previous findings describing deficiencies of NSG mice in cytokines release (31). These deficiencies in the cytokine and innate immune system may explain the strong deviation of the NSG gene expression profile after stroke to the other mouse models with intact innate immune systems. These differences also persisted after correcting for the genetic NOD background.

In contrast to the innate immune system, the role of the adaptive immune system after stroke is less clear. B and T lymphocytes are scarce in the CNS but can be found in the postischemic brain, which may be caused by cytokine signalling from the brain to the periphery or by the compromised blood-brain barrier after stroke. For instance, infiltration and activation of B and T lymphocytes in the brain have been associated with increased cognitive decline in an experimental stroke model and blocking adaptive immune responses has been suggested as a potential therapeutic target after stroke (32). Both, the here used Rag2^-/-^ as well as tacrolimus immunosuppressed mice have deficiencies in the adaptive immune system and are lacking matured B- and T- lymphocytes (Rag2^-/-^) or respectively suppressed T-lymphocyte activation (tacrolimus). The lack of adaptive immune response caused a marked change in the brain tissue pathology as well as in the inflammatory and angiogenic gene expression signature. The main advantage in using pharmacological immunosuppression is that their time point of application can be chosen according to the experimental set-up. For instance, most studies using human cell-based strategies for stroke avoid the very acute phase for cell transplantations because of the hostile environment in the damaged brain regions; and choose transplantation around one week after stroke induction (3, 29). This set-up would facilitate to immunosuppress mice shortly before cell transplantation and allow a natural stroke progression for the first week. Tacrolimus has also been already successfully used in clinics for cell-based therapies in stroke and Parkinson’s and has therefore direct translational potential (33, 34). On the other hand, genetic mouse models are easier to handle and show generally a more consistent survival of the graft, as we have also observed in this study. Alternatively, future studies may use immune deficient mice such as NSG or Rag2^-/-^ Il2^-/-^ and CD47^-/-^ (Tripple KO) mice that are reconstituted with a humanised immune system and HLA-matched to the donor cells. Humanised mice may show a closer pathology to the WT (35), although these mice still have several limitations, including limited lifespan, incomplete human immune function and graft-versus-host disease etc (36).

Contrary to previous findings that described a reduced stroke volume of several immunodeficient mice (37, 38), we did not observe anatomical changes in stroke outcome compared to immunocompetent WT mice. One reason for these inconsistencies may be the time point of stroke volume evaluation. Many studies evaluated stroke volume at 24 h after stroke induction to investigate acute effects of the stroke pathology. However, we were interested in long-term effects as regenerative cell therapies may have a therapeutic time course of weeks to months. At three weeks following stroke, major structural reorganisations occur, pushing the corpus callosum towards the brain surface, which in turn can affect the stroke volume estimates (39).

Findings from a growing number of preclinical and clinical studies suggest that post-stroke angiogenesis is a key restorative process for tissue preservation and repair, leading to improved outcome (13, 24, 40, 41). In our study, we observed marked upregulation of vascular repair in the peri-infarct regions of WT-Tacr, Rag2^-/-^ and NSG mice compared to immunocompetent WT mice 21 days after stroke. The improved vascular repair in histological brain sections was abolished if immunosuppressive tacrolimus was administered delayed at 7 dpi. As post-stroke angiogenesis starts from 3 dpi (42) and depends on the acute inflammatory and cytokine microenvironment in the injured brain, a delayed immunosuppression by 1 week seems to ensure that levels of vascular repair are more similar to that of control WT mice.

However, the pro-angiogenic responses in continuously immunosuppressed mice did not lead to improved functional outcome in our set-up. One explanation for the absence of improved functional recovery in immunodeficient mice could be that the observed angiogenesis only occurred transiently, as has been described previously (28, 42). The downregulation of angiogenesis-related genes at 21 dpi in the acutely tacrolimus immunosuppressed mice compared with mice receiving tacrolimus treatment 7 dpi further suggests the transient nature of post-stroke angiogenesis resulting from immunosuppression. Additionally, it is well known that the growth of new capillaries carries the risk for immature vessel formation, which may enhance haemorrhagic transformation and BBB damage; and mature vessels are associated with better functional outcomes (24, 43). We observed in all groups of animals a low pericyte coverage in the peri-infarct regions that tend to decrease especially in Rag2^-/-^ animals, which had the highest vascular density in the injured brain regions. These changes in vascular responses following stroke are important to consider when evaluating the effects of cell-based therapies in immunosuppressed mice, as vascularization is often one of the important readouts to observe the effectiveness of a cell therapy (44, 45).

One limitation of our study is that we used mice with different genetic backgrounds. Although we corrected the gene expression findings to the background of the mice, there might be confounding effects that are difficult to account for. For instance, mice with different backgrounds may have variable weight and size effects, time required to learn behavioral tasks or natural stroke recovery due to cerebral vascular architecture (46, 47). We used two cohorts of animals for the gene expression and anatomical studies after stroke, which may add to the variability of the data. Future studies may profit from recent advances in spatially resolved transcriptomics approaches that could directly associate gene expression signatures to anatomical changes in the same animal (48). However, the natural temporal delay in gene expression and anatomical and functional recovery may complicate understanding of complex processes *in vivo*, such as whether angiogenesis occurs transiently after stroke.

Microglia, the resident immune cells of the central nervous system (CNS), become activated as a response to stroke and accumulate in damaged brain areas. In mice, activated microglia obtain an amoeboid morphology, thus becoming indistinguishable from infiltrating macrophages (10, 49). Iba-1, the marker used in this study, is expressed by both cell types, making it difficult to determine the ratio of residual activated microglia and infiltrating macrophages. Future studies may consider using additional cell markers, such as TMEM119 or P2RY12, to better distinguish between cell populations following brain injury (49).

The pharmacological immunosuppression with tacrolimus occurred *via* osmotic mini pumps that ensured a constant delivery rate previously validated in other studies (50–52); however, we do not know the spatiotemporal distribution and delivery efficacy of tacrolimus to the injured brain regions, an irregular delivery may influence the survival of the grafted cells. Furthermore, tacrolimus may additionally influence the survival of the graft independent of the calcineurin-pathway (53). Future studies may compare different routes and different time points of delivery for tacrolimus, such as daily i.p. injections instead of using osmotic mini pumps, as this has already been shown to provide long-term cell survival in animal stroke models (3). Additionally, alternative immunosuppressive regimes should be investigated to optimize graft survival.

## Conclusion

In sum, our study identifies key changes in anatomy, physiology, and gene expression of popular immunosuppressed mouse models after stroke. We found significantly decreased microglial activation/macrophage infiltration and glial scarring signals in immune-suppressed animals in and around the stroked area three weeks after injury compared to immune-competent WT animals. The overall vascular density, number of branches and total length of the vascular network was increased in the peri-infarct areas in all immunodeficient groups compared to the WT, most prominent in Rag2^-/-^ animals. Transcriptomic analysis of stroked tissue revealed the strongest deviation from WT was observed in NSG mice affecting immunological and angiogenic pathways. Pharmacological immunosuppression resulted in the least variation in gene expression compared with the WT group. These changes in stroke progression should be considered when investigating molecular mechanisms of stroke or evaluating therapies that require immunosuppression.

## Data availability statement

Transcriptomic raw data are available to readers *via* Gene Expression Omnibus with identifier GSE208605. All other raw data are available upon request.

## Ethics statement

The animal study was reviewed and approved by Veterinarian Office of the Canton of Zurich (license: 209/2019).

## Author contributions

RW, CT, and RR designed the study. RW, RR prepared the Figures and wrote the manuscript. RW, GM, PP, and RR carried out the experiments. RW, GM, PP, CT, and RR proofread and revised the manuscript. All authors read and approved the final manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Molecular and anatomical roadmap of stroke pathology in immunodeficient mice
**Source:** Front Immunol. 2022 Dec 9;13:1080482. doi: 10.3389/fimmu.2022.1080482
**Supplement:** Supplementary file 1

# Supplementary Material

## **Molecular and anatomical roadmap of stroke pathology in immunodeficient mice**

Rebecca Z Weber<sup>1,2</sup>, Geertje Mulders<sup>3</sup>, Patrick Perron<sup>1</sup>, Christian Tackenberg<sup>1,2</sup>, Ruslan Rust<sup>1,2,\*</sup>

Ruslan Rust

Institute for Regenerative Medicine (IREM)

University of Zurich, Campus Schlieren

Wagistrasse 12

8952 Schlieren / Zurich, Switzerland

, 

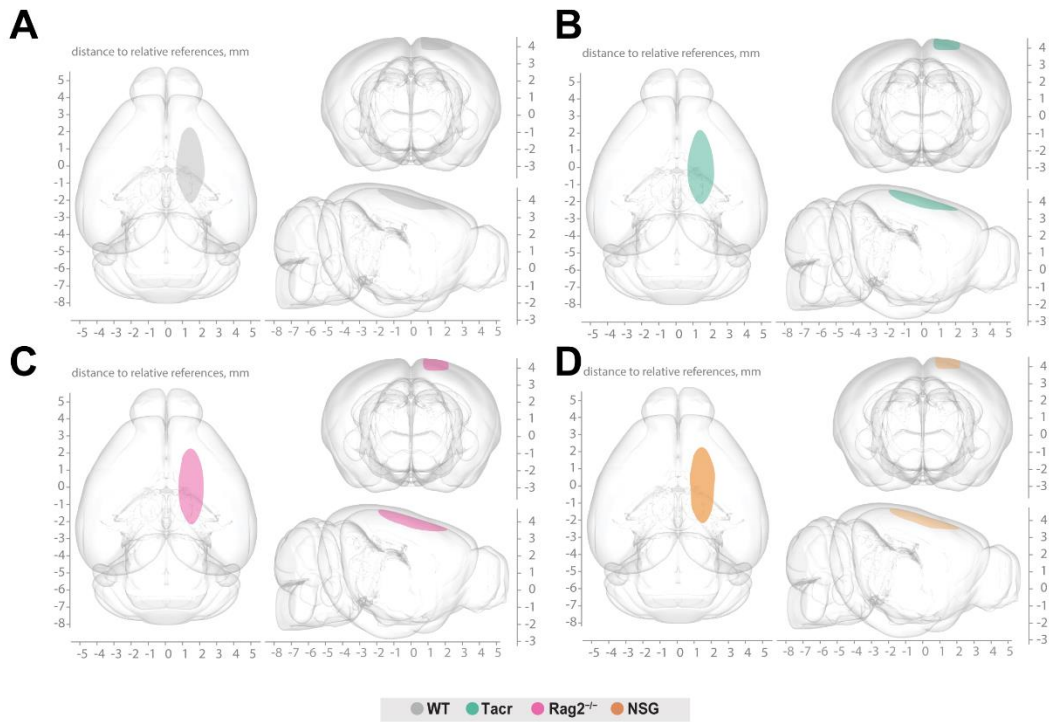

**Suppl. Fig. 1: Stroke volume and location.** 3D reconstruction of stroke location within a brain template from three perspectives of (A) C57BL/6J wildtype (WT), (B) Tacrolimus immunosuppressed wildtype (WT-Tacr), (C) recombination activating gene 2 deficient mice (Rag2<sup>-/-</sup>) and (D) NOD scid gamma mice (NSG).

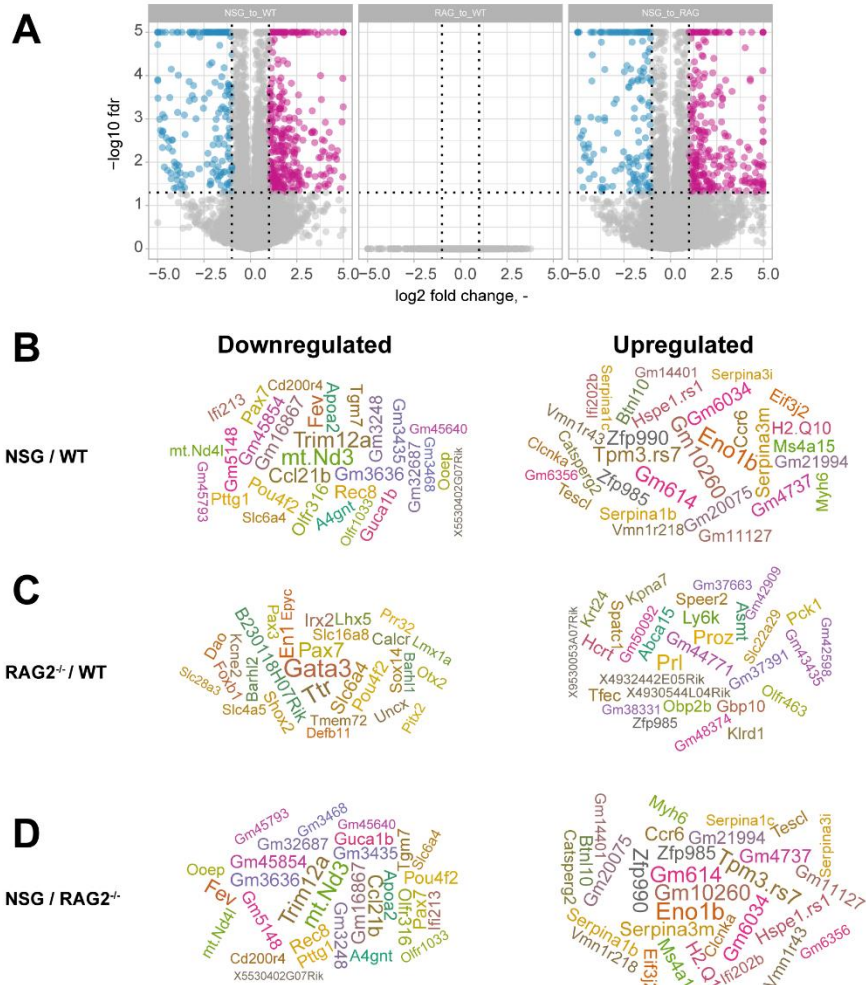

**Suppl. Fig. 2: Gene expression differences of non-stroked WT and non-stroked immunosuppressed mice.** (A) Volcano plot of non-stroked NSG mice to non-stroked WT (left) non-stroked Rag2<sup>-/-</sup>, to non-stroked WT (middle) and non-stroked NSG to non-stroked Rag2<sup>-/-</sup> (right) (B) List of top 30 upregulated and downregulated genes after stroke in (B) non-stroked NSG mice to non-stroked WT (C) non-stroked Rag2<sup>-/-</sup>, to non-stroked WT and (D) non-stroked NSG to non-stroked Rag2<sup>-/-</sup>. Font size represents the strength of upregulation/downregulation.

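The genes with the largest changes between non-stroked NSG and WT mice lay near or at 0 counts in the other strain. At least 272-fold higher in NSG were Eno1b, 243-fold Gm10260, 24.8-fold Gm614 and 22.4-fold Serpina3m. Tpm3-rs7 had a log2 fold change of 8.84 (SE 0.307, edgeR adjusted p = 5.49e-17). At least 116-fold lower in NSG were mt-Nd3, 26.8-fold Trim12a, 14.3-fold Gm16867, 10.2-fold Ccl21b and 8.65-fold Gm3636. Pttg1 had the smallest adjusted p (log2 fold change -5.40, SE 0.171, edgeR adjusted p = 1.04e-17), and Crym (-3.27), Rpl34 (-2.58) and Atp6v0c (-2.59) were lower as well. Several of these, such as Gm10260, Eno1b, Tpm3-rs7 and Rpl34, have near-identical copies in the genome, between which reads cannot always be told apart. B230118H07Rik was the differentially expressed gene between non-stroked Rag2-/- and WT mice, at least 170-fold lower in Rag2-/- (edgeR adjusted p = 6.07e-15), on the strand opposite to Rag2.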

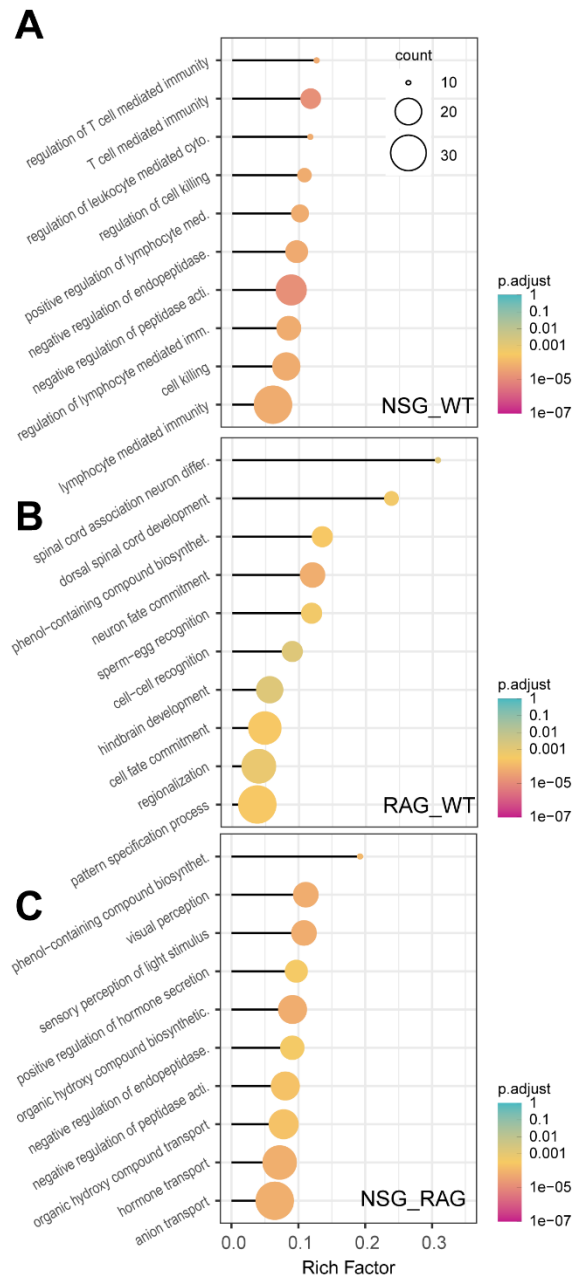

**Suppl. Fig. 3: Gene set enrichment analysis in stroked mice.** Lollipop plot and of top 10 pathways enriched in (A) non-stroked NSG mice to non-stroked WT (B) non-stroked Rag2<sup>-/-</sup>, to non-stroked WT and (C) non-stroked NSG to non-stroked Rag2<sup>-/-</sup>. Size of dots represents the number of genes in the pathway and color of dots represents adjusted p value.

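Between non-stroked Rag2-/- and WT mice 0 of the 737 Reactome sets passed an adjusted p below 0.05 in fgsea. Between non-stroked NSG and Rag2-/- mice 41 sets passed, 16 positive and 25 negative. The leading ones were GPCR ligand binding (NES 1.94, fgsea adjusted permutation p = 1.87e-05) and Processing of Capped Intron-Containing Pre-mRNA (NES -2.05, fgsea adjusted permutation p = 0.000369).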

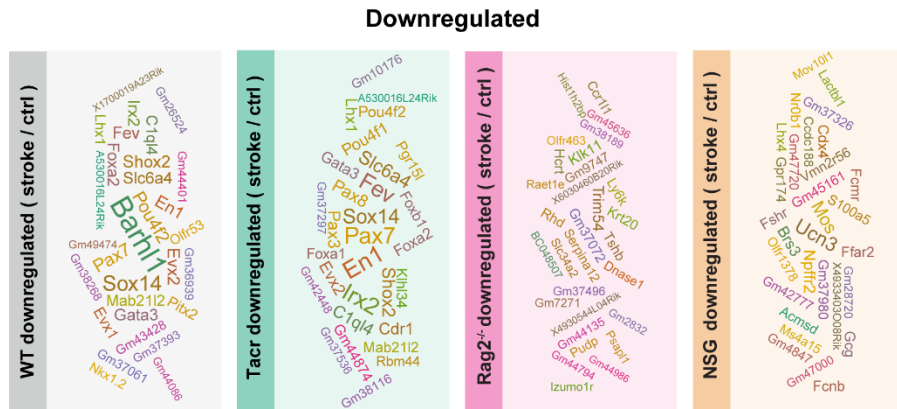

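Among genes lower after stroke with no overlap between the samples, the largest changes in WT mice were those of Glra1 (log2 fold change -2.77, SE 0.704, edgeR adjusted p = 0.0057), Gm37122 (-2.23), Gm38257 (-2.22), Muc15 (-2.12) and Chrna6 (-1.98). Leaving out 1 sample at a time moved Glra1 from -3.10 to -1.05. Its non-stroked WT values ran from 0.504 to 6.39 CPM. In WT-Tacr mice they were Lhx1 (at least 5.1-fold lower, edgeR adjusted p = 0.0273), Dsp (-5.78), Irx3 (at least 5.36-fold lower), C1ql2 (-3.82) and Lhx9 (-3.61). Slc6a4 was lower in WT (-4.68, edgeR adjusted p = 0.0128) and WT-Tacr mice (at least 27.6-fold, edgeR adjusted p = 0.0375). Its mean was 3.436 CPM in non-stroked WT but 0.117 CPM in non-stroked NSG mice. Non-stroked Rag2-/- samples had at most 2 counts. The midbrain and hindbrain score (mean log2 CPM) was 1.256 in non-stroked WT mouse 3Wt and -2.652 to -1.862 in the others. Tissue of these regions in non-stroked WT samples, rather than stroke, may therefore account for part of such falls. In Rag2-/- mice the largest changes without overlap included Olfr464 (-2.57, edgeR adjusted p = 0.0109), Egr2 (-1.86), Npas4 (-1.83) and Fos (-1.83). In NSG mice they were Gm49703 (-2.07, edgeR adjusted p = 0.00346), Pnma5 (-2.03), Ccdc60 (-1.59), Gprin3 (-1.50) and Gm37894 (-1.50).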

**Suppl. Fig. 4: Downregulated genes after stroke in the respective group of immunodeficient mice.** Word cloud plot of the top 30 downregulated genes after stroke in the respective group of immunodeficient mice compared to the control group, font size represents the strength of downregulation.

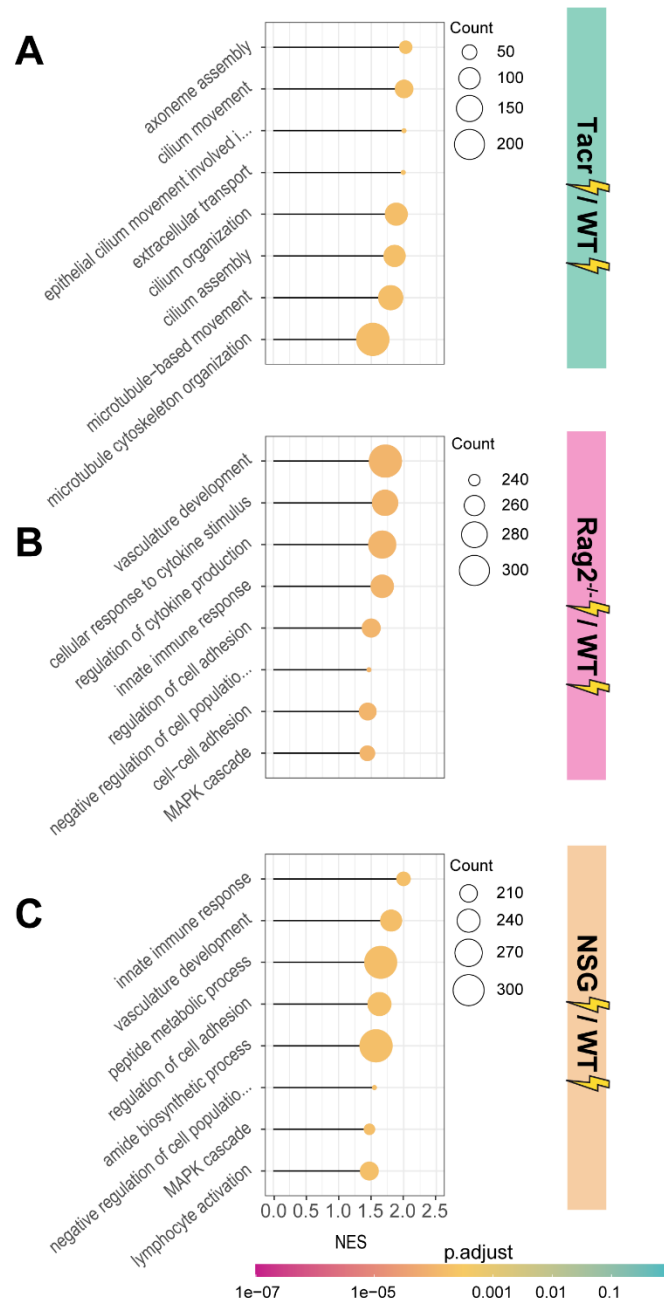

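The next sets by p relative to the WT response were Neuronal System (NES 2.35, fgsea adjusted permutation p = 3.58e-12) and Integrin cell surface interactions (NES -2.68, fgsea adjusted permutation p = 1.11e-10) in WT-Tacr mice. In Rag2-/- mice Peptide chain elongation (NES -2.61) and other sets of translation filled ranks 1 to 10. Log2 fold changes also followed transcript length in this comparison (Spearman rho 0.2 across genes), and its part in these sets was not tested. In NSG mice the citric acid cycle and respiratory electron transport (NES 2.09, fgsea adjusted permutation p = 1.45e-05) and SLC-mediated transmembrane transport (NES -1.95, fgsea adjusted permutation p = 1.73e-05) followed the mitochondrial sets.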

**Suppl. Fig. 5: Gene set enrichment analysis in stroked mice.** Lollipop plot and of top 10 pathways enriched in (A) stroked WT-Tacr mice to stroked WT (B) stroked Rag2<sup>-/-</sup>, to stroked WT and (C) stroked NSG to stroked WT<sup>-/-</sup>. Size of dots represents the number of genes in the pathway and color of dots represents adjusted p value.

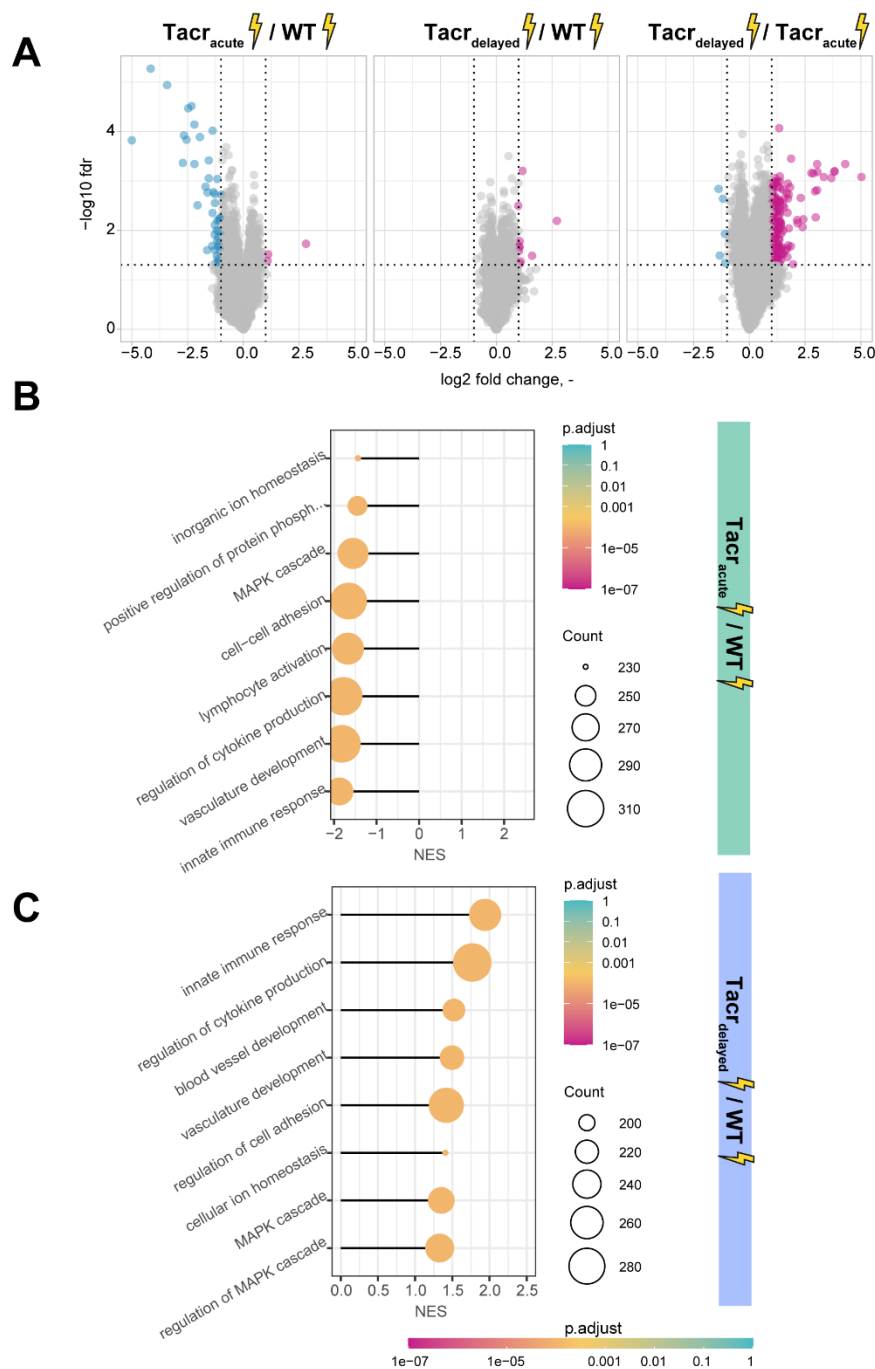

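The largest changes between WT-Tacr_delayed_ and WT-Tacr_acute_ mice without overlap of samples were those of Tmem72 (log2 fold change 6.44, SE 2.27, edgeR adjusted p = 0.0452), Dsp (5.19), Cfi (at least 3.76-fold higher), Iglc1 (at least 2.79-fold) and Prlr (4.51). The lower ones were Gm44800 (at least 1.68-fold), Gm37702 (at least 1.6-fold), Gm48381, Gm20371 and Gm44664, the last 3 with at most 15 counts in any WT-Tacr_acute_ sample, too few for a lower bound. They are predicted genes whose reads can belong to other transcripts. A list of 14 choroid plexus genes was also higher in WT-Tacr_delayed_ mice (NES 2.45), with 7 of them differentially expressed. Its score (mean log2 CPM) was -1.824 to -0.311 in WT-Tacr_acute_ mice. In WT-Tacr_delayed_ mice it was -0.419 in mouse 3_4 and 2.976 to 3.428 in the others. Choroid plexus tissue in the dissected samples may therefore account for part of the higher genes, apart from the timing of tacrolimus. Gfap (1.33, SE 0.341, edgeR adjusted p = 0.0127), Aif1 (1.11, SE 0.271, edgeR adjusted p = 0.0117) and Clec7a (2.10, SE 0.698, edgeR adjusted p = 0.0358) were higher in WT-Tacr_delayed_ mice. None of these genes was differentially expressed without WT-Tacr_acute_ mouse 5m_1 or without mouse 1_5. The same held within the TF cohort and in a fit of only these groups, since each of these fits returned 0 genes. Against WT mice the same genes did not pass, with Gfap at 0.26 (edgeR adjusted p = 0.624) and Aif1 at 0.67 (edgeR adjusted p = 0.161). Extracellular matrix organization led the Reactome sets in either comparison, with an NES of 2.66 against WT and 3.25 against WT-Tacr_acute_ mice. Of the 737 sets 81 passed against WT (59 positive, 22 negative) and 175 against WT-Tacr_acute_ mice (106 positive, 69 negative).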

**Suppl. Fig. 6: Gene expression differences between acute and delayed Tacrolimus treatment after stroke.** (A) Volcano plot of stroked WT-Tacr<sub>acute</sub> mice to stroked WT (left) stroked WT-Tacr<sub>delayed</sub> mice to stroked WT (middle) and stroked WT-Tacr<sub>delayed</sub> mice to stroked WT-Tacr<sub>acute</sub> (right). (B) Lollipop plot and of top 10 pathways enriched in (A) stroked WT-Tacr<sub>acute</sub> mice to stroked WT and (B) stroked WT-Tacr<sub>delayed</sub> mice to stroked WT. Size of dots represents the number of genes in the pathway and color of dots represents adjusted p value.

How the deposited data were processed for this re-analysis (not part of the article)

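The count values are raw, unnormalized whole numbers of reads per gene, as deposited by the authors, for 29 samples and 25746 Ensembl genes, of which 22092 have a count in at least 1 sample. According to the paper's methods, the authors selected polyA RNA, prepared stranded libraries and had reads aligned and counted at a sequencing center. The aligner, the genome build and any use of strand in counting are not stated in the paper's text. Gene names and positions are from GENCODE M21 on GRCm38, where 25712 of the IDs were found and 34 were not. Conditions were taken from the sample labels, which give strain, stroke or control, and acute or delayed tacrolimus. The label prefixes Imm2 and TF define the 2 cohorts. Median total counts per group were 38667862 in non-stroked WT, 34847210 in non-stroked Rag2-/-, 35414240 in non-stroked NSG, 33747840 in stroked WT, 24421591 in WT-Tacr_acute_, 21878621 in WT-Tacr_delayed_, 35013781 in stroked Rag2-/- and 40291048 in stroked NSG mice.

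Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood fit, TMM normalization, filterByExpr by group), in 1 fit of 8 groups and 17031 genes. Each comparison was adjusted by Benjamini-Hochberg over these genes, and a gene is called differentially expressed at an adjusted p below 0.05 and an absolute log2 fold change above 1. The SE of a log2 fold change is its absolute value divided by the square root of the F statistic. Stroke was compared with the non-stroked mice of the same strain, non-stroked strains with each other, the stroke response of Rag2-/- and NSG mice with that of WT mice as a difference of differences, and stroked WT-Tacr mice directly with stroked WT mice. CPM is the count scaled to the TMM-adjusted library size. Principal components used log2 CPM with a prior count of 2 and the 500 most variable genes. Overlaps used the 1000 genes with the smallest p per comparison, split by direction and divided by the union of the lists, and the top 30 lists used log2 fold change among differentially expressed genes, or among all genes tested where fewer than 30 were lower. Gene sets were tested with fgsea 1.28.0 (multilevel, 10000 permutations before the multilevel step, seed 1) on genes ranked by the signed square root of F, against 737 Reactome sets of 15 to 500 genes and hand-written lists. Its p permutes genes, not mice.

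The comparisons, the lists of genes and most alternatives were set before the data were examined. The lists of midbrain and choroid plexus genes, however, were written with the paper's figures of the same data at hand. The alternatives were RLE normalization, no filter on low counts or a mean of at least 1 CPM, the cohort as a covariate, fits within a cohort, fits of only the groups compared, DESeq2 1.42.0, no minimum fold change, a replicate block, other list rules, limma 3.58.1's camera, the Reactome set Signaling by VEGF, ranking by log2 fold change, and leaving out each sample in turn. Ddx3y, a gene on chromosome Y, as a covariate and the direct comparison of stroked Rag2-/- and NSG with WT mice were added after the data were seen. Replicate numbers, on which the block rests, come from the sample labels of the non-stroked mice, where the same number occurs in several strains, and the paper does not state that these mice were paired.

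Genes are named in the text when the paper's text names them, when they are altered in the strains, when they encode a stained protein, when they are drawn in a figure that a passage covers, or when they are among the 5 with the largest absolute log2 fold change in either direction that are differentially expressed without overlap between the groups. A gene that this rule selects for stroke in Rag2-/- mice is not reported here. Values at or below 3 counts in all samples of a group were treated as a floor, and folds against them are given as lower bounds. Gene Ontology terms, non-stroked tacrolimus-treated mice and the paper's histology and behaviour were not analysed here. The pipeline was tested on simulated data of 16790 genes, where 194 of 200 genes changed by stroke in WT mice were recovered with 3 false calls, and comparisons without a simulated change returned 0 genes.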

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

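The tests of a weaker stroke response, of mouse 1_5 and of choroid plexus genes were chosen only after their results were seen. The lists of midbrain and choroid plexus genes were written with the paper's figures of the same data at hand, so those tests are partly circular.

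In 9 cases 1 sample lay far from the others of its group, among 136 groups and measures tested, where 6.8 are expected by chance. No biological explanation was tested for these samples. In WT-Tacr_delayed_ mouse 3_4 the choroid plexus score was -0.419 (mean log2 CPM), against 2.976 to 3.428 in the other 4. In WT-Tacr_delayed_ mouse 5_5, Mmp12 was at 119.4 CPM (others 9.28 to 32.85) and Pecam1 at 27.18 CPM (others 18.1 to 19.87). Stroked WT mouse 2m_3 had Mmp12 at 7.372 CPM (others 21.87 to 23.12). Non-stroked WT mouse 4Wt had Prkdc at 27.76 CPM (others 30.15 to 30.27), Tgm1 at 0.07954 CPM (3 counts, others 0.05441 to 0.05695) and Cd5l at 0.02651 CPM (1 count, others 0). Cd5l in non-stroked NSG mouse 3NSG was at 0.02835 CPM (1 count, others 0). The Cd5l and Tgm1 values rest on 1 to 3 counts. Non-stroked WT mouse 3Wt had Nefh at 121.4 CPM (others 91.37 to 95.71).

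The choroid plexus score of mouse 3_4 belongs to a wider spread between samples of the same group. Ttr followed the mean of 13 other choroid plexus genes across the 29 samples (Spearman rho 0.953, Pearson's r 0.973, permutation p = 1e-05 for each, the smallest these permutations can give). Within Imm2 rho was 0.886 and within TF 0.983, and r was 0.973 again without the 2 samples farthest from the median. A candidate explanation is that choroid plexus tissue was part of some dissected samples and not of others (rho 0.953).

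In mouse 3Wt the score of the midbrain and hindbrain list was 1.256 (mean log2 CPM), against -2.652 to -1.862 in the other non-stroked WT mice. Of the 30 genes with the largest fall after stroke in WT mice, 16 had their highest non-stroked value in 3Wt, and 7 of the 30 are on that list (3 of the 30 in WT-Tacr). Without this mouse 18 of the 30 left the list, against 5, 7 and 7 without the other non-stroked WT mice. In the WT-Tacr list 10 genes left without 3Wt, and 22, 12 and 22 without 1Wt, 4Wt and 5Wt. Tissue from the midbrain or hindbrain in sample 3Wt may therefore account for part of the WT list, but not in the same way for the WT-Tacr list. At most 7 of the 18 genes that left are on the list of these regions.

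In NSG mice the responses of Egr1 (log2 fold change relative to WT 1.911) and Nr4a1 (2.3) differed from those of WT mice by the test of the difference of differences. Over the fits that left out 1 sample the log2 fold change of Egr1 ran from 1.76 to 2.08 and that of Nr4a1 from 1.92 to 2.49, and the largest adjusted p from edgeR's test of Egr1 was 0.127. Of 100 splits of the samples, drawn from 2450 possible ones, 8 gave at least as many genes as the real one, and the largest number among the others was 628. These splits mix NSG and WT mice, which differ before stroke, so unequal shares of NSG mice among stroked and non-stroked samples can bring the strain difference into a split. They are therefore no fair chance level for the 2 genes. Handling before death, which the sample labels do not record, was not tested.

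The angiogenesis list differed from the WT response in WT-Tacr mice (NES -2.068) and in NSG mice (NES 1.363). Of the 35 splits of the stroked WT and WT-Tacr mice, 10 gave an NES as far from 0. It was 66 of 100 splits in NSG mice and 85 of 100 in Rag2-/- mice. Splits of the same mice thus often give enrichments of the size seen in WT-Tacr, since fgsea permutes genes and not mice. The splits with NSG mice give no fair chance level here either. No differentially expressed gene was found in the WT-Tacr response, with 2168 genes at an unadjusted p below 0.05. All 35 splits gave at least as many, up to 931, which a count of 0 makes certain, so this says nothing about the groups. Gene length or GC content did not follow the log2 fold change of this comparison (rho across genes 0.0573 for length over all samples, and -0.0642 for length and 0.0981 for GC content within TF, genes not being independent replicates). A weaker response to stroke as a whole in some WT-Tacr mice is a candidate explanation: without mouse 5m_1 the NES was -1.22, although it was -1.907 without mouse 1_5 and -2.249 without mouse 2_1. It cannot be told apart from an effect on angiogenesis.

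B230118H07Rik, which the paper draws in Suppl. Fig. 2C and does not discuss in its text, was lower in non-stroked Rag2-/- than in WT mice (log2 fold change -8.139, at least 170-fold). It contains Rag2 on the opposite strand, and all 6 Rag2-/- samples had 0 to 4 counts. It is the only differentially expressed gene of that comparison, and it lies within 20000000 bases of Rag2, as do 243 of the 17031 genes tested (Fisher's exact test, one-sided p = 0.0143). Of the 12 splits of the non-stroked Rag2-/- and WT mice that part as many mice of the same number, 1 gave as many genes, and the other 23 splits, which part fewer or more, gave 0. With so few splits the share cannot fall below 0.05. With 1 gene this p is the share of genes near Rag2 and only restates where the gene lies. Whether the deletion at the Rag2 locus removes part of this gene was not tested.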

How the results depend on the processing

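No test in this part was chosen after its result was seen, apart from the Ddx3y covariate and the direct comparison of stroked mice, which were both added after seeing the data. Counts below are of differentially expressed genes. With RLE normalization, and without a filter on low counts, each count stayed within 1.5 times its value here and each angiogenesis score on its side of the threshold where these settings were run. For the single genes named, each pair of gene and comparison was followed through its alternatives, 1738 values in all: 1506 stayed the same, 232 became weaker, and 0 became stronger or reversed. The settings with the most weaker results were a fit of only the groups compared (41) and the cohort as a covariate (35).

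With the cohort as a covariate the stroke count was 712 in WT and 31 in WT-Tacr mice, the NSG response count 0 (1573 genes at an unadjusted p below 0.05), and the count of WT-Tacr_delayed_ against WT-Tacr_acute_ mice 423. The higher genes in all top 1000 lists were then 11.03% and the unique share of lower response genes 95.01%. Within Imm2 alone the WT count was 711, and within TF alone the count of WT-Tacr_delayed_ against WT-Tacr_acute_ mice was 0 (4056 at an unadjusted p below 0.05). With Ddx3y as a covariate the counts were 75 for stroke in WT-Tacr, 556 for stroke in NSG, 8 for the NSG response and 632 for WT-Tacr_delayed_ against WT-Tacr_acute_ mice. In a fit of only the groups compared they were 21 for stroke in WT-Tacr, 573 for stroke in NSG, 0 for the NSG response (1491 at an unadjusted p below 0.05) and 0 for WT-Tacr_delayed_ against WT-Tacr_acute_ mice (5666). The cause was not tested for any of these or for the changes that follow.

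By adjusted p alone the stroke counts were 4579 in WT, 1454 in WT-Tacr, 1402 in Rag2-/- and 3726 in NSG mice. The other counts were 1662 between non-stroked NSG and WT, 1078 between non-stroked NSG and Rag2-/-, 5 for the NSG response and 3465 for WT-Tacr_delayed_ against WT-Tacr_acute_ mice. At a mean of at least 1 CPM, 286 and 252 genes differed between non-stroked NSG and WT or Rag2-/- mice, 4 genes in the NSG response, and 19 genes were in all top 30 higher lists. DESeq2's Wald test gave 2 genes between non-stroked Rag2-/- and WT mice, 2 for the WT-Tacr response, 69 for the NSG response and 24 for WT-Tacr_delayed_ against WT mice. The direct comparison of stroked mice, added after seeing the data, gave 1 gene for Rag2-/- and 556 for NSG against WT, with unique shares of 96.35% (higher) and 96.57% (lower).

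With the replicate number as a block, on the samples of the pairs that share one, the counts were 323 between non-stroked NSG and WT, 17 between non-stroked Rag2-/- and WT, and 409 between non-stroked NSG and Rag2-/- mice. Without the block these samples gave 449, 1 and 455 genes.

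Lists of the 1000 largest absolute log2 fold changes shared 26.63% of higher and 0.1923% of lower genes. With 1000 genes in each direction the lower lists shared 1.981%, and the unique shares were 90.82% (higher) and 88.76% (lower). Using only differentially expressed genes the unique share was 100% of 2 higher genes, and for lower genes there was none to give a value. Over all genes tested the distance of the stroke response from WT, as root mean square difference, was 0.4317 in WT-Tacr, 0.5582 in Rag2-/- and 0.598 in NSG mice.

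The angiogenesis score of the Rag2-/- response reversed to 1.547 with the cohort and to 2.038 with the Ddx3y covariate, and that of NSG fell to 1.181 with the latter. With the Reactome set Signaling by VEGF the NES was -1.084 in WT-Tacr, 0.9205 in NSG, 1.184 for WT-Tacr_delayed_ against WT-Tacr_acute_ and 0.9796 against WT mice. limma's camera, in the same order, gave p of 0.306, 0.94, 0.0931 and 0.124. Ranked by log2 fold change, the NES of the NSG response was 1.034. Of the top 10 Reactome sets, ranking by log2 fold change left 2 shared by all 4 groups. With camera 0 were shared by all 4 groups, 1 by WT, WT-Tacr and Rag2-/-, 2 by WT-Tacr and WT, 2 by Rag2-/- and WT and 0 by NSG and WT.

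Across the 6 to 15 fits per comparison that each left out 1 sample (24 for lists and differences over all groups), the stroke count ran from 946 to 1405 in WT, 23 to 911 in WT-Tacr, 380 to 758 in Rag2-/- and 680 to 1256 in NSG mice. Between non-stroked mice it ran from 474 to 571 for NSG and WT, 1 to 2 for Rag2-/- and WT and 362 to 509 for NSG and Rag2-/-. The response counts ran from 0 to 689 in WT-Tacr, 0 to 0 in Rag2-/- and 0 to 117 in NSG mice. For WT-Tacr_delayed_ they ran from 0 to 227 against WT and 0 to 1927 against WT-Tacr_acute_ mice, where it was 0 without WT-Tacr_acute_ mouse 5m_1 or 1_5. Higher genes in all top 1000 lists ran from 6.401% to 24.61% and lower genes from 0.1357% to 1.527%. The top 30 lists shared 1 to 12 higher and 0 to 0 lower genes. The root mean square difference from WT ran from 0.751 to 1.831 in WT-Tacr, 0.941 to 1.316 in Rag2-/- and 1.147 to 1.51 in NSG mice. The angiogenesis score ran from -2.259 to -1.22 in WT-Tacr, -1.403 to 0.8689 in Rag2-/- and -1.476 to 1.601 in NSG mice. It ran from 2.64 to 2.944 for WT-Tacr_delayed_ against WT-Tacr_acute_ and 2.445 to 2.958 against WT mice. Its sign in Rag2-/- mice reversed to 0.8439 and 0.8689 without a Rag2-/- sample (2Rag or 4m_4) and to 0.6312 and 0.7632 without stroked WT mouse 5_2 or 5_3. In NSG mice it reversed to -1.476 without stroked mouse 1f_2 and passed (fgsea permutation p = 0.00595).

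A covariate of Xist was planned and not run, because the gene is not listed. The TF cohort has the lower depth, with a median of 23155303 counts against 37223696 in Imm2. This limits genes of few counts: in WT-Tacr_delayed_ mice 3 counts correspond to 0.169 CPM, and a level below that was not detectable at this depth.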

Differences from the paper's values

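No test in this part was chosen after its result was seen, apart from the Ddx3y covariate and the direct comparison of stroked mice.

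For the top 1000 genes higher after stroke, the paper gives 32% shared by all groups, and 14.99% was obtained here. With the 1000 largest absolute log2 fold changes (26.63%) and without WT-Tacr mouse 1_5 (24.61%) the value was within 1.5 times the paper's; none of the other alternatives set before the data were examined closed the gap. For the top 1000 lower genes the paper gives 3% and 0.7236% was obtained here, and none of the alternatives set before the data were examined closed the gap. Of the top 10 pathways, the paper gives 40% shared by NSG and WT, and 90% of the top 10 Reactome sets were shared here. Ranking by log2 fold change gave 60%, within 1.5 times the paper's value, and limma's camera (0%) did not. For WT, WT-Tacr and Rag2-/- mice the paper gives 80%, and 60% was obtained here, within 1.5 times that value. Ranking by log2 fold change (40%) and camera (10%) fell short of it.

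For the angiogenesis NES, the paper shows about -1.2 in WT-Tacr (Fig. 6C, read by eye), and -2.068 was obtained here. Leaving out WT-Tacr mouse 5m_1 gave -1.22, within the precision of the reading. The Reactome set Signaling by VEGF (-1.084) and ranking by log2 fold change (-1.487) came nearer without reaching it, and none of the other alternatives set before the data were examined closed the gap. In Rag2-/- mice the paper shows about 1.8 (Fig. 6C), and -0.9846 was obtained here; none of the alternatives set before the data were examined closed the gap. In NSG mice the paper shows about 1.9 (Fig. 6C), and 1.363 was obtained here. The cohort as a covariate gave 1.917, and none of the other alternatives set before the data were examined closed the gap. For WT-Tacr_delayed_ against WT-Tacr_acute_ mice the paper shows about 1.7 (Fig. 7L), and 2.795 was obtained here; none of the alternatives set before the data were examined closed the gap. The gene list here differs from the paper's terms.

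The paper shows genes differing between each immunodeficient group and WT after stroke (Fig. 6A). Here the count was 0 in WT-Tacr, with 2168 genes at an unadjusted p below 0.05, 0 in Rag2-/-, with 713, and 2 in NSG mice. DESeq2 gave 2 genes in WT-Tacr and 69 in NSG mice, and among the fits without 1 sample the count reached 689 in WT-Tacr and 117 in NSG mice. The paper also shows genes differing between WT-Tacr_acute_ or WT-Tacr_delayed_ and WT mice (Suppl. Fig. 6A). For WT-Tacr_delayed_ the count here was 0, with 3455 genes at an unadjusted p below 0.05, 24 with DESeq2 and up to 227 without 1 sample. The direct comparison of stroked mice, chosen after seeing the values, gave 1 gene in Rag2-/- and 556 in NSG mice.

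The paper states a positive angiogenic enrichment in Rag2-/- mice, where the sign here was negative. It was positive and passed with the cohort as a covariate (1.547, fgsea permutation p = 0.00241). The same held with the Ddx3y covariate (2.038, fgsea permutation p = 7.14e-08), chosen after seeing the values. It was positive without passing when mouse 2Rag, 4m_4, 5_2 or 5_3 was left out (0.8439, 0.8689, 0.6312 and 0.7632).

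The paper names WT-Tacr as closest to WT. By root mean square difference over 1672 genes it was closest here too (0.9036). However, Rag2-/- mice were closest at a mean of at least 1 CPM (0.693) and without WT-Tacr mouse 5m_1 (1.152) or 2_1 (1.201). With the cohort as a covariate they were closest by a margin too small to rank (0.969, against 0.9695 in WT-Tacr). With the non-stroked WT samples shared out between WT and WT-Tacr, Rag2-/- mice were closest in 5 of 6 assignments. By overlap of the top 1000 genes higher after stroke, WT-Tacr was farthest from WT (36.97%, against 51.44% in Rag2-/- and 41.06% in NSG mice). For lower genes NSG was farthest (8.353%, against 13.55% in WT-Tacr and 20.39% in Rag2-/- mice). By Pearson's r WT-Tacr was closest in 6 of 6 assignments. With shared controls its r was 0.9391 at a mean of at least 1 CPM, against 0.8918 in Rag2-/- mice. With the cohort as a covariate it was 0.9008, against 0.8004. Without mouse 2_1 Rag2-/- mice had the highest r (0.7294, against 0.6595 in WT-Tacr).

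The paper gives NSG the lowest overlap of pathways with WT, where here it had the highest of the top 10 Reactome sets (9, against 7 for WT-Tacr and 7 for Rag2-/-). The other rankings placed NSG lowest: by log2 fold change it shared 6 sets, against 7 and 7, and with camera 0, against 2 and 2. The paper names the adaptive immune system for the sets between non-stroked NSG and WT mice (Suppl. Fig. 3), and Adaptive Immune System was not among the 37 Reactome sets that passed here. Between non-stroked Rag2-/- and WT mice the paper shows no differing gene (Suppl. Fig. 2A), and 1 was found here.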

Other observations

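The tests of mouse 1_5 and of a weaker stroke response as a whole were chosen only after their results were seen.

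Splits of the same mice into groups of the same sizes were compared with the real ones. For stroke, 1 of 35 splits gave as many differentially expressed genes in WT, WT-Tacr and NSG mice, the real one, and the largest other counts were 0, 55 and 468. For Rag2-/- mice 1 of 10 did, where the share cannot fall below 0.1, and the largest other count was 0. For the non-stroked mice the splits compared are those that part as many mice of the same number. Between NSG and WT 1 of 8 gave as many, and between NSG and Rag2-/- 1 of 8, where the largest other count was 132. Such designs cannot give a share below 0.05. Over all 35 splits the largest other counts were 1 and 198. In the Rag2-/- response, with 0 genes and 713 at an unadjusted p below 0.05, 100 of 100 splits gave as many, which a count of 0 makes certain, and none of them more than 0. Between WT-Tacr_delayed_ and WT mice, with 0 genes and 3455 at an unadjusted p below 0.05, it was 100 of 100 for the same reason. The angiogenesis NES was as far from 0 in 17 of 100 splits there. Between WT-Tacr_delayed_ and WT-Tacr_acute_ mice 1 of 56 splits gave as many genes, the real one, with 817 as the largest other count. The NES was as far from 0 in 14 of 56.

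WT-Tacr_acute_ mouse 1_5 had low levels of genes that rise with stroke. Over the genes higher after stroke in both Rag2-/- and NSG mice its mean was 0.707 log2 CPM. This lay within the 0.338 to 0.812 of the 11 non-stroked samples and below the 1.267 to 3.85 of the other 17 stroked samples. The 1.267 was that of WT-Tacr_acute_ mouse 5m_1, and the next lowest stroked sample had 2.345. The total of mouse 1_5, 24421591 counts, was the middle of its group, so depth did not set it apart. The sample may hold little ischemic tissue or be mislabelled (0.707), and these were not told apart from a mouse with a small response. For mice 1_5 and 5m_1 the deposited names give differing animal codes, with the same condition either way. Whether these samples were exchanged was not tested, and it bears on all WT-Tacr_acute_ values. Without both, WT-Tacr rests on mouse 2_1 alone. Its root mean square difference from the WT stroke response was then 0.7723, against 0.9036 with all mice. Mice 1_5 and 5m_1 were kept in all results unless stated.

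The difference between WT-Tacr_delayed_ and WT-Tacr_acute_ mice could reflect a weaker stroke response in some WT-Tacr_acute_ mice as much as the timing of tacrolimus. Among the 3 fits that each left out 1 WT-Tacr_acute_ mouse, the lowest count was 0, without mouse 5m_1 or without mouse 1_5, and the highest 1927, without mouse 2_1. The cohorts could add to it, since WT-Tacr_delayed_ mice are all TF. So could sex: the score of genes on chromosome Y was -4.032 to -3.844 (mean log2 CPM) in all 9 TF samples, and 4.813 to 5.124 in the non-stroked WT mice and the WT and WT-Tacr_acute_ mice of Imm2. Sex is thus tied to the cohort, and to stroke in WT and NSG mice, where all 8 non-stroked samples but only 3 of the 7 stroked ones had high scores. Within TF 99.69% of the 979 genes had the same direction and 97.96% also at least 0.5 times the log2 fold change. TF holds 2 of the 3 WT-Tacr_acute_ mice, so this overlap is partly fixed by the design. Gene length or GC content did not follow the log2 fold change against WT-Tacr_acute_ (rho -0.0607 at most) or WT mice (rho -0.0563 at most). Within TF, however, the latter reached -0.174 for length and 0.18 for GC content. In most other comparisons rho with length was larger in size. For stroke it was -0.418 in NSG, -0.25 in WT-Tacr, -0.239 in WT and -0.126 in Rag2-/- mice. It was 0.2 for the Rag2-/- response, -0.188 for the NSG response and -0.265 between non-stroked Rag2-/- and WT mice. Between non-stroked NSG and WT or Rag2-/- mice it was -0.0962 and 0.0554. Its part in the gene set results was not tested.

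WT-Tacr and WT share non-stroked samples, which may draw their stroke responses together. With separate controls for the shared non-stroked WT samples, WT-Tacr had the smallest root mean square difference in 1 of 6 assignments. Each assignment leaves 2 controls per group, so sharing and noise cannot be told apart.

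Between non-stroked NSG and WT mice, genes with systematic names were 15.18% of the 573 differentially expressed genes against 7.88% of the 17031 tested (odds ratio 2.169, Fisher's exact test, one-sided p = 1.87e-09). Reads of near-identical gene copies that map differently in the NOD background are a candidate explanation. This was seen in the paper's figure before the test, and real differences between the strains cannot be told apart from it.

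Gm614, beside Il2rg on chromosome X, had 1.94 CPM in non-stroked and 2.05 CPM in stroked NSG mice, and at most 0.0405 CPM in the other groups.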
